# Sparsentan ameliorates glomerular hypercellularity and inflammatory-gene networks induced by IgA1-IgG immune complexes in a mouse model of IgA nephropathy

**DOI:** 10.1152/ajprenal.00253.2023

**Published:** 2024-03-21

**Authors:** Colin Reily, Zina Moldoveanu, Tiziano Pramparo, Stacy Hall, Zhi-Qiang Huang, Terri Rice, Lea Novak, Radko Komers, Celia P. Jenkinson, Jan Novak

**Keywords:** angiotensin, gene expression, glomerulus, IgA nephropathy, inflammation

## Abstract

IgA nephropathy (IgAN) is characterized by glomerular deposition of immune complexes (ICs) consisting of IgA1 with *O*-glycans deficient in galactose (Gd-IgA1) and Gd-IgA1-specific IgG autoantibodies. These ICs induce kidney injury, and in the absence of disease-specific therapy, up to 40% of patients with IgAN progress to kidney failure. IgA1 with its clustered *O*-glycans is unique to humans, which hampered development of small-animal models of IgAN. Here, we used a model wherein engineered ICs (EICs) formed from human Gd-IgA1 and recombinant human IgG autoantibody are injected into nude mice to induce glomerular injury mimicking human IgAN. In this model, we assessed the protective effects of sparsentan, a single-molecule dual endothelin angiotensin receptor antagonist (DEARA) versus vehicle on EIC-induced glomerular proliferation and dysregulation of gene expression in the kidney. Oral administration of sparsentan (60 or 120 mg/kg daily) to mice intravenously injected with EIC attenuated the EIC-induced glomerular hypercellularity. Furthermore, analysis of changes in the whole kidney transcriptome revealed that key inflammatory and proliferative biological genes and pathways that are upregulated in this EIC model of IgAN were markedly reduced by sparsentan, including complement genes, integrin components, members of the mitogen-activated protein kinase family, and Fc receptor elements. Partial overlap between mouse and human differentially expressed genes in IgAN further supported the translational aspect of the immune and inflammatory components from our transcriptional findings. In conclusion, our data indicate that in the mouse model of IgAN, sparsentan targets immune and inflammatory processes leading to protection from mesangial hypercellularity.

**NEW & NOTEWORTHY** The mechanisms by which deposited IgA1 immune complexes cause kidney injury during early phases of IgA nephropathy are poorly understood. We used an animal model we recently developed that involves IgA1-IgG immune complex injections and determined pathways related to the induced mesangioproliferative changes. Treatment with sparsentan, a dual inhibitor of endothelin type A and angiotensin II type 1 receptors, ameliorated the induced mesangioproliferative changes and the associated alterations in the expression of inflammatory genes and networks.

## INTRODUCTION

IgA nephropathy (IgAN) is the most common primary glomerulonephritis worldwide and a significant cause of kidney failure. IgAN, described for the first time in 1968, is diagnosed based on pathological assessment of kidney biopsy tissues with the characteristic glomerular IgA-containing immunodeposits (1, 2). IgA in these immunodeposits is exclusively of the IgA1 subclass (3) and enriched for glycoforms that have some hinge-region *O*-linked glycans without galactose, i.e., galactose-deficient IgA1 (Gd-IgA1) (4–6).

The working hypothesis for pathogenesis of IgAN postulates that Gd-IgA1, often elevated in the circulation of patients with IgAN, is recognized by IgG autoantibodies, resulting in the formation of IgA1-IgG circulating immune complexes. Some of these complexes may escape the usual clearance mechanisms, deposit in the glomeruli, and induce kidney injury (7, 8).

This hypothesis is supported by multiple lines of evidence. For example, serum levels of Gd-IgA1 and the corresponding IgG autoantibodies predict disease progression in patients with IgAN (9, 10). Recently, it was shown that IgG is present in the glomerular immunodeposits of all patients with IgAN. IgG in these immunodeposits, but not in those of patients with other types of glomerular diseases, such as lupus nephritis and membranous nephropathy, is enriched for autoantibodies specific for Gd-IgA1 (11).

The pathogenic potential of immune complexes consisting of Gd-IgA1 and IgG autoantibodies has been confirmed using multiple experimental approaches. For example, IgA1-IgG immune complexes isolated from sera of patients with IgAN activate cultured primary human mesangial cells resulting in their proliferation and overproduction of extracellular matrix proteins and some cytokines/chemokines (12, 13). Furthermore, immune complexes formed in vitro from human Gd-IgA1 and IgG purified from sera of patients with IgAN, when injected into experimental mice, form glomerular immunodeposits and induce mesangioproliferative pathological changes mimicking IgAN. These glomerular deposits consist of human IgA1 and IgG and mouse complement C3 (14). Recently, we have developed a small-animal model using engineered immune complexes (EIC) formed from human Gd-IgA1 and a recombinant human IgG (rIgG) autoantibody specific for Gd-IgA1. In this model, the EIC are formed in vitro and then injected into immunodeficient mice to induce glomerular mesangioproliferative injury (14).

IgAN is a chronic kidney autoimmune disease, with up to 40% of patients developing kidney failure within 20 yr of diagnosis (15, 16). Moreover, IgAN frequently recurs after kidney transplantation (17). Consequently, life expectancy for patients diagnosed with IgAN is reduced (18). Therefore, new therapies are needed to treat patients with this chronic progressive kidney disease.

Beneficial effects of inhibition of endothelin 1 and renin-angiotensin systems in clinical IgAN (19–21) suggest that both pathways are involved in the pathobiology of IgAN, but the combined mechanisms remain unclear. The ongoing phase 3 PROTECT trial demonstrated superior preservation of kidney function and antiproteinuric effects of sparsentan, a novel, orally active, first-in-class single-molecule dual endothelin angiotensin receptor antagonist (DEARA) (22) compared with the angiotensin receptor blocker (ARB) irbesartan in patients with IgAN (21, 23). Sparsentan received accelerated approval in the United States for the reduction of proteinuria in adults with IgAN at high risk of disease progression (23). Although the nephroprotective potential of sparsentan has been demonstrated in the setting of a large clinical trial, the mechanisms of nephroprotection by this drug are still being elucidated.

To understand how sparsentan may affect gene expression in glomerular pathways in IgAN, we used our mouse model of IgAN, wherein administration of EIC induced glomerular mesangioproliferative injury (14) and tested whether sparsentan can prevent or attenuate these pathological changes. We demonstrate that sparsentan provided beneficial effects on glomerular hypercellularity in our mouse model of IgAN and attenuated abnormal expression of genes associated with inflammatory pathways. Similar inflammatory pathways and genes have been shown in multiple independent studies to be enhanced in IgAN kidney-biopsy specimens and also in the early stage of development of the disease in gddY mouse model of IgAN (24–26). Together, these data suggest an important role for the endothelin type A receptor (ET_A_R) and angiotensin II type I receptor (AT_1_R) in mediating the proinflammatory effects of immune complex deposition in the kidneys of patients with IgAN.

## MATERIALS AND METHODS

### Mice

NCr nude sp/sp homozygous 7-wk-old female mice were purchased from Taconic Farms (Germantown, NY). Mice were housed in microisolator cages and received sterile food and water at the University of Alabama at Birmingham (UAB; Birmingham, AL) animal facility. After arrival, acclimatization of mice was carried out for a minimum of 3 days. The experimental protocols followed the procedures described in the National Institutes of Health *Guide for Care and Use of Laboratory Animals*, the PHS Policy on Humane Care and Use of Laboratory Animals, the USDA Animal Welfare Act and Regulations, and University policies and Animal Resources Program Standard Operating Procedures. The experimental protocol was approved by the UAB Institutional Animal Care and Use Committee (IACUC). Mice were randomly divided into four groups, of five mice each, with a total of 20 mice. Sample size was based on the prior studies (14). No criteria were set a priori for inclusion or exclusion, and no mice were excluded from analysis. No randomization of mice was performed, and all treatments of mice were done in parallel as detailed in Fig. 1. No control for confounders was used with respect to cages and treatment variations. No adverse events were observed. No end-points were set.

**Figure 1.**
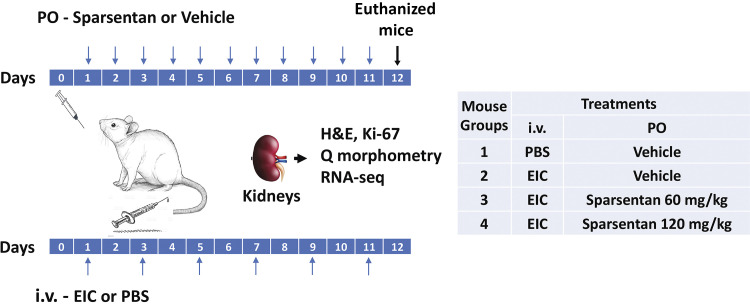
Schematic representation of experimental design. NCr nude mice were injected via the tail vein with human engineered immune complexes (EIC) (*groups 2, 3,* and *4*) or with PBS (*group 1*, Control) every other day from *day 1* to *day 11* (*bottom*: timeline and arrows). Mice also received daily oral gavage (PO) from *day 1* to *day 11* (*top*: timeline with arrows) with either vehicle (*groups 1* and *2*) or sparsentan 60 mg/kg (*group 3*) or sparsentan 120 mg/kg (*group 4*). Mice were euthanized on *day 12*, and kidneys were excised for further analyses. H&E, hematoxylin and eosin stain; iv, intravenous; PBS, phosphate-buffered saline; PO, orally; Q morphometry, quantitative morphometry; RNA-Seq, next-generation sequencing of kidney transcriptome.

### Experimental Approaches

#### Formation of IgA1-IgG immune complexes in vitro.

Immune complexes were formed from reagents described previously, human Gd-IgA1 and a human recombinant IgG (rIgG) autoantibody specific for Gd-IgA1 (14). We used polymeric IgA1 (Ale) myeloma protein that is naturally galactose-deficient in some *O*-glycans and contains very little sialic acid on these *O*-glycans (27), thus mimicking Gd-IgA1 in IgAN. Importantly, this protein is recognized by IgG autoantibodies extracted from glomerular immune deposits of patients with IgAN (11). Human rIgG autoantibody specific for Gd-IgA1 was produced as previously described (28). The purity and molecular integrity of both proteins were assessed by SDS-PAGE under reducing and nonreducing conditions. EIC were formed in vitro by incubating purified Gd-IgA1 with rIgG autoantibody overnight at 4°C in a proportion of 2:1 (wt:wt) (14). The formation of IgA1-rIgG immune complexes, termed EIC, was confirmed by immune-complex formation assay, as described previously (11).

#### Mouse experiments with EIC and sparsentan.

The in vitro-formed EIC were intravenously injected into the lateral tail vein of NCr nude mice. Each mouse was injected with EIC containing 0.2 mg Gd-IgA1 and 0.1 mg rIgG in approximately 0.1 mL total volume (14). Injections were given every other day for a total of six injections. Negative-control mice did not receive any EIC. In addition, either 60 (group 3; EIC + SP60) or 120 (group 4; EIC + SP120) mg/kg sparsentan in 0.2 mL vehicle (0.25% Tween 80, 0.5% wt/vol methylcellulose in distilled water) were administered daily by oral gavage from the first day of EIC injections for a total of 11 days. Selection of sparsentan doses was made following a pilot study (data not shown). The negative and the positive control mice (groups 1 and 2, respectively) were orally gavaged with 0.2 mL of vehicle alone. On *day 12*, 1 day after the last EIC injection and administration of vehicle or sparsentan, mice were euthanized, and kidneys were excised for histopathology and RNA-Seq analyses. The experimental protocol is illustrated schematically in Fig. 1.

### Histological Examination

One half of a kidney excised from mice on *day 12* (Fig. 1) was fixed in 10% neutral-buffered formalin, processed, and embedded in paraffin. Tissue sections (4-µm thick) were stained with hematoxylin-eosin (H&E) and periodic acid-Schiff (PAS) reagents (14) and examined by a pathologist using light microscopy (Olympus BX60). Images of 25 glomeruli per each mouse kidney stained with H&E were acquired (magnification ×200). Quantitative morphometric analysis was used to evaluate the pathological changes induced by the administration of EIC in mice gavaged with vehicle and compared with control mice (no EIC) and those that received EIC and sparsentan. The number of nuclei per glomerulus was calculated using ImageJ-Fiji software. PAS-stained tissues were examined using light microscopy to assess changes in glomerular extracellular matrix. The pathologist (LN) who performed the quantitative morphometry and histological evaluations was blinded to the identity and treatment group of mice.

Immunohistochemical staining for mesangial proliferation in the glomeruli was performed with a Ki-67 rabbit polyclonal antibody (Abcam, Waltham, MA) followed by anti-rabbit IgG conjugated with horse radish peroxidase (HRP; OneStep Polymer HRP anti-rabbit, GeneTex, Irvine, CA) and visualized with ImmPACT DAB Substrate kit for HRP (Vector Laboratories, Newark, CA). A Ki-67-positive glomerulus was defined as a glomerulus containing at least one Ki-67-stained cell. Up to 210 glomeruli per kidney were assessed, and the number of positive glomeruli was expressed as a percentage of the total number of glomeruli examined.

### Kidney Transcriptomics: Differential Gene Expression and Network Analysis

We used RNA-Seq to investigate the gene expression changes in the EIC mouse model and to assess the effects of sparsentan in preventing or ameliorating EIC-induced profiles. Analyses were performed both at the single-gene level and at the network level, across the three main group comparisons (Control vs. EIC, EIC vs. EIC + S60, and EIC vs. EIC + S120), as detailed in Fig. 2. We also leveraged the pathological glomerular changes of the EIC-injected animals as quantitative phenotypes of abnormal mesangial proliferation in gene-network correlation analyses to identify the most important networks and hub genes likely involved in such phenotypes. Healthy control and IgAN glomerular biopsy transcriptomes were obtained from public GEO database GSE37463, and their DGE was compared with transcriptional changes in the EIC-injected model (29).

**Figure 2.**
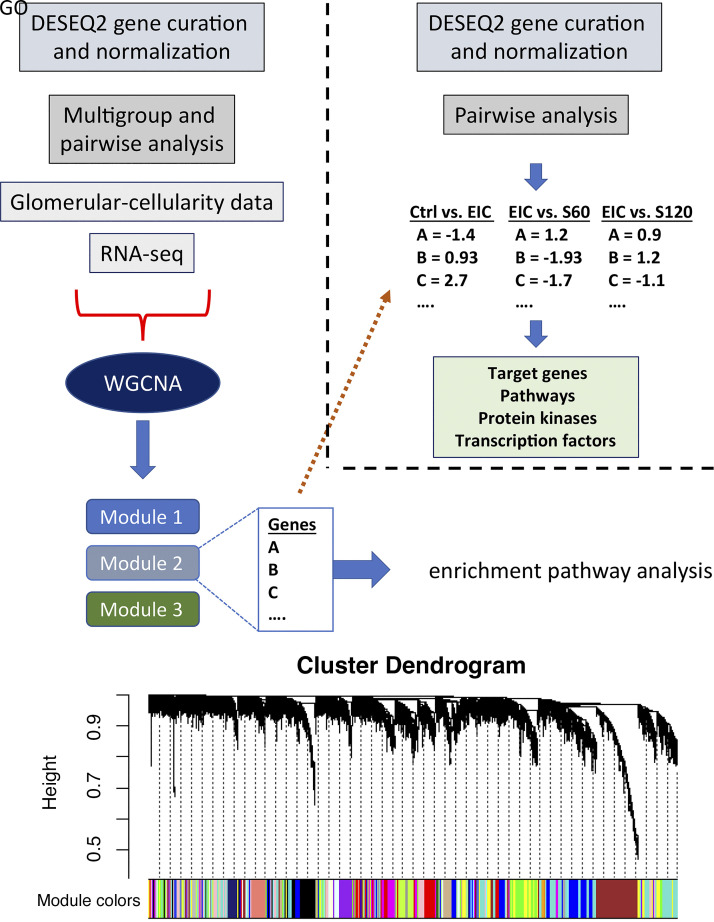
Schematic representation of bioinformatic workflow. NGS mRNA data were normalized and curated for outliers as stated in materials and methods and used for WGCNA. Quantitative morphological data, number of nuclei per glomerulus, and percent of Ki-67-positive glomeruli were incorporated into the WGCNA workflow as the phenotypic comparison data. Module eigengenes were based on gene network clusters and their correlation with the quantitative phenotypic data for each mouse and then within each testing group. Statistically significant modules and their significant genes which correlated to phenotype were then used to assess relevant GO biological process pathways and to determine up- or downregulation of gene sets in those pathways. Finally, upstream protein kinases and downstream transcription factors were imputed from significant gene sets associated with phenotypic outcomes. EIC, engineered human immune complexes; GO, Gene Ontology; NGS, next-generation sequencing; RNA-Seq, next-generation sequencing of kidney transcriptome; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg; WGCNA, weighted gene correlation network analysis.

Kidney tissues from experimental animals stored in RNAlater at −80°C were sent to GeneWiz (South Plainfield NJ) for RNA-Seq analysis (RIN and alignment details in the Supplemental Material). Workflow for bioinformatic analysis is illustrated schematically in Fig. 2. RNA-Seq raw data were processed using the DESeq2 R package to normalize, log_2_ scale count data, and filter out low-expressing genes (reads <10). About 15,000 unique genes were analyzed for network-level profiling to identify groups of coexpressed genes (modules) associated with glomerular proliferation (Q-morphometry; cell nuclei per glomerulus). We used the weighted gene correlation network analysis (WGCNA) (30) R package with unsigned networks. Functional networks are defined by the clustering of genes within WGCNA modules based on their coexpression pattern, and herein are called gene modules or networks interchangeably. A power level of 7 was used to transform gene Pearson correlation coefficients to generate scale-free topology using the soft-thresholding function. The minimum number of genes in a module was kept to the default value of 30 (default parameters for unsigned analysis). The gene expression variance of each module was summarized with the eigengene (ME) function, thus reducing the expression profile of each module to a single expression value that can be associated with phenotype/traits. For those gene modules that significantly associated with the cellular phenotypes, we also calculated two gene expression features that are typically used to identify hub genes in coexpression network analyses [gene significance (GS) and module membership (MM)]. Only genes with statistically significant GS and MM (*P* < 0.05 for both) were identified as critical hub genes across MEs that were correlated to the phenotype of interest. Topologically, hub genes tend to be positioned at the center of a functional network and are considered the main drivers of associations with phenotypes. Using MEs that significantly correlated with glomerular proliferation (*P* < 0.05), we grouped all statistically significant genes from those modules (GS, *P* < 0.05) and cross-referenced their respective single-gene level changes calculated from the differential gene expression (DGE) analysis performed with DESeq2. Thus, we used their respective log fold change and *P*-adj values. Volcano plots of DE genes are shown in Supplemental Fig. S1. Expression level changes were graphically represented in heatmaps (31).

Gene set enrichment analysis (GSEA) Gene Ontology (GO) biological processes were used to assess significant differential changes at the pathway level in three different pairwise-group analyses (Control vs. EIC, EIC vs. EIC-S60, and EIC vs. EIC-S120) (gsea-msigdb.org) (32, 33). Genes with statistical significance identified in trait-correlated MEs by WGCNA (outlined above) were grouped and uploaded for analysis. The top 10 pathways were selected for presentation. The direction of the pathways was determined by cross referencing the genes identified by WGCNA with the log_2_ fold change (LFC) determined by DESeq2 LFC. Pathway enrichment *P* values were adjusted with FDR. Using top LFC hub genes identified from the WGCNA analysis as input for the Xpression2Kinases (X2K) software, we imputed a correlation of upstream cell signaling kinase networks with downstream transcription factors (34, 35). This computational tool (Ma’ayan Laboratory, Icahn School of Medicine at Mount Sinai, New York, NY) uses chromatin immunoprecipitation data, protein-protein interactions, and known kinase-substrate interactions to impute network connections based on differential gene expression data.

### Quantitative RT-PCR

RNA was extracted from the mouse kidney tissues (see Fig. 1) and used to synthesize cDNA for qPCR experiments by using Fast SYBR Green mix (Thermo Fisher, Scientific, Waltham, MA) with the gene-specific primers and Bio-Rad C-1000 Thermal cycler (Hercules, CA) as detailed in the Supplemental Material.

### Statistical Analysis

Statistical significance of data from quantitative morphometric analysis between groups was analyzed by ANOVA. Data are expressed as mean or median ± SD values. *P* < 0.05 was considered statistically significant. All statistical analyses were performed using JMP Pro (Cary, NC). To test for probability of false positives between module eigengenes and glomerular proliferation, we ran 200 permutations scrambling the gene module data, and compared the *Z*-scores to the real data. We found for the Control (PBS) versus EIC a probability of 0.015 and for EIC versus EIC-60 and EIC versus EIC120 a probability of *P* < 0.01 for a type 1 error.

qPCR raw counts were normalized using the average value across biological replicates of the reference gene *Gapdh*. Fold changes (FC) were calculated as the ratio of the normalized gene expression (2^−ΔCt^) in the Test Sample to the normalized gene expression (2^−ΔCt^) in the Control Sample. *P* values were calculated based on a one-way ANOVA of the replicate 2^−ΔCt^ values for each gene in the control group and test groups, and unadjusted *P* values < 0.05 were considered significant.

## RESULTS

### Sparsentan Protected Against Glomerular Pathological Changes Induced by IgA1-IgG Immune Complexes

EIC injections increased glomerular cellularity compared with the control mice that received only PBS (*P* < 0.0001) (Fig. 3, *A* and *B*). Sparsentan at 60 or 120 mg/kg prevented these EIC-induced pathological changes (*P* < 0.0001 when compared with EIC-injected mice) (Fig. 3, *A* and *B*). Sparsentan also prevented the EIC-induced increase in actively proliferating mesangial cells, as evidenced by Ki-67 staining of mouse kidney tissues (Fig. 4, *A* and *B*). Evaluation of pairwise comparison data showed statistically significant differences (*P* < 0.0001) for EIC-treated mice compared with control, EIC + S60, or EIC + S120. Conversely, Ki-67-positive glomeruli in control mice compared with EIC + S60 or EIC + S120 were not statistically significantly different (Fig. 4, *A* and *B*), indicating that sparsentan treatment prevented EIC-induced glomerular proliferation.

**Figure 3.**
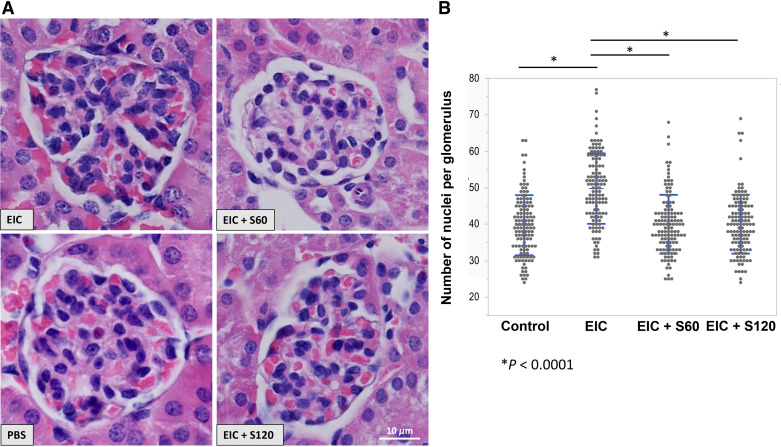
Quantitative morphometric evaluation of pathological changes in glomeruli. Kidney tissue obtained from the mice treated as described in Fig. 1. microscopically analyzed for pathological changes. *A*: examples of hematoxylin and eosin-stained kidney-tissue sections are shown. Images were taken with ×60 objective, size bar marks 10 µm (*bottom right*). *Top left*, *group 2* (EIC-injected mice; 54 nuclei per glomerulus); *bottom left*, *group 1* (PBS, i.e., control; 42 nuclei per glomerulus); *top right*, *group 3* [EIC + S60 (sparsentan 60 mg/kg); 40 nuclei per glomerulus]; and *bottom right*, *group 4* [EIC + S120 (sparsentan 120 mg/kg); 44 nuclei per glomerulus]. *B*: number of nuclei per glomerulus for the four groups of mice. Individual values and means ± SD are shown for each group. *P < 0.0001 for EIC vs. Control or EIC+S60 or EIC+S120 for each pairwise comparison. Conversely, comparisons for Control vs. EIC+S60 or EIC+S120 did not show statistically significant differences (ANOVA, *n* = 5). EIC, engineered human immune complexes; PBS, phosphate-buffered saline; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg; SD, standard deviation.

**Figure 4.**
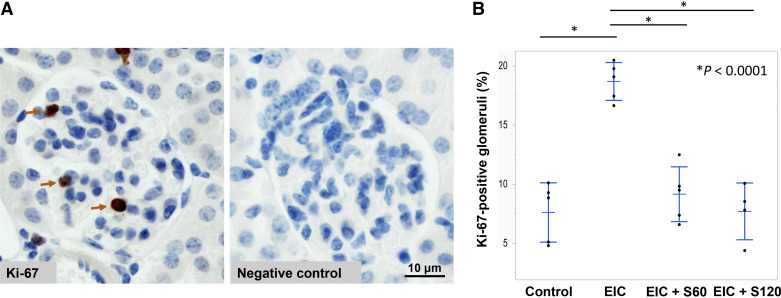
Sparsentan prevents EIC-induced glomerular cellular proliferation. *A*: representative examples of Ki-67 immunohistochemical staining. The number of glomeruli containing actively proliferating cells was determined by immunostaining using a rabbit antibody specific for Ki-67 followed by a secondary anti-rabbit antibody, as detailed in materials and methods. *Left* shows a glomerulus from a mouse injected with EIC that has three Ki-67-positive cells (marked by arrows), *right* is a negative control (no Ki-67-specific antibody, only the secondary antibody) confirming specificity of the staining. *B*: percent of Ki-67-positive glomeruli in the four groups of mice. Data are shown for individual mice as mean values, bars show means ± SD values for each group. A Ki-67-positive glomerulus was defined as any glomerulus that had at least one Ki-67-positive cell. Up to 210 glomeruli were assessed per mouse and the number of Ki-67-positive glomeruli expressed as a percent of the total number of glomeruli examined. *P < 0.0001 for EIC vs. Control or EIC+S60 or EIC+S120 for each pairwise comparison. Conversely, comparisons for Control vs. EIC+S60 or EIC+S120 were not statistically significant (ANOVA, *n* = 5). Note: one of five mice in EIC+S120 group did not exhibit any Ki-67 staining in any glomeruli and was excluded from the analyses. EIC, engineered human immune complexes; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg.

### Sparsentan Treatment Ameliorated the Activated Proinflammatory Genes and Pathways Induced in Mouse Kidneys by EIC

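The kidney transcriptome of 20 NCr nude mice was read as counts per gene, 5 mice in each of 4 groups. EIC are complexes of Gd-IgA1 with an IgG autoantibody against it, and sparsentan blocks the receptors of endothelin and angiotensin II. Control mice received no EIC. The other three groups received 6 injections of EIC, each with 0.2 mg Gd-IgA1 and 0.1 mg rIgG. Gavage was given for 11 days, with vehicle in Control and EIC, sparsentan at 60 mg/kg in EIC + S60 and 120 mg/kg in EIC + S120, and kidneys were taken on day 12. The counts are the authors' own, made from poly(A)-selected RNA with STAR and featureCounts on GRCm38, and each library is said to be of a single mouse. The libraries held 12662345 to 38651781 counts over 15780 listed genes. Genes with at least 10 counts in at least 5 of the 20 libraries were tested, 13990 in all, by edgeR's quasi-likelihood test, two-sided, and genes with an adjusted p under 0.05 are called DE genes. LFCs are given for the first group over the second, so that a negative LFC in EIC + S60 vs. EIC means lower expression with sparsentan.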

We performed network-level analysis (WGCNA) to identify changes in disease-relevant pathways associated with the EIC-induced cellular phenotypes across the main group comparisons (Control vs. EIC, EIC vs. EIC + S60, and EIC vs. EIC + S120), as well as Control versus EIC + S60 or EIC + S120. We identified 33 gene modules that significantly associated (*P* < 0.05) with glomerular proliferation (number of nuclei per glomerulus) and Ki-67-positive glomeruli (Supplemental Fig. S2) and demonstrated that associations were not due to chance alone (Supplemental Fig. S3). As network perturbations can largely be attributed to alteration in expression levels of a few centrally located and functionally related genes or hubs, we sought to pinpoint which hub gene showed the greatest level of dysregulation within each module associated with the cellular phenotypes. 

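Macrophage, circadian clock and immediate early genes were among the DE genes in the kidneys of EIC-injected mice. Adgre1, which encodes the F4/80 antigen of tissue macrophages, rose by an LFC of 1.73 (SE 0.31, adjusted p = 0.00586), and Siglece, a sialic acid-binding receptor of myeloid cells, rose by 1.57 (SE 0.30, adjusted p = 0.0172). Cry1, a repressor in the circadian clock, rose by 2.12 (SE 0.18, adjusted p = 2.38e-06). Ces1g, a carboxylesterase of lipid metabolism, rose by 1.93 (SE 0.37, adjusted p = 0.00506) and Thbs4, a matricellular glycoprotein, by 1.84 (SE 0.35, adjusted p = 0.00538). Egr1 and Fos, transcription factors switched on within minutes of a stimulus, had the most negative LFCs among DE genes with a mean of at least 1 CPM, −3.12 for Egr1 (SE 0.50, adjusted p = 0.00506) and −3.10 for Fos (SE 0.52, adjusted p = 0.00341). The order and time of harvest are not given in the sources used here, so differences at harvest could not be tested for such fast genes. Grem1, a secreted antagonist of bone morphogenetic proteins, fell as well (LFC −1.71, SE 0.36, adjusted p = 0.00943), as did Mmp15, a membrane-bound matrix metalloproteinase (LFC −1.30, SE 0.15, adjusted p = 6.77e-05), and Ddc, the enzyme that makes dopamine in the proximal tubule (LFC −1.04, SE 0.14, adjusted p = 0.00023). Altogether 416 DE genes were found by edgeR in EIC vs. Control, 225 higher and 191 lower with EIC. Their number was 233 without EIC 68, 245 without Control 654, 246 without Control 651, 258 without Control 655 and 268 without EIC 69. It also fell when only the 10 libraries compared were used, or when both deeper Control libraries were left out. With DESeq2 it was higher.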

DGE analysis of top modules hub genes in the kidneys of EIC-injected mice compared with control mice (Control) showed that the greatest gene-level dysregulation was in genes with immune and cytokine signaling functions. These genes were found to be upregulated, with the top LFCs ranging from 1.66 to 2.78 (Table 1) and included the T cell-specific GTPases *Tgtp1* (1.79 LFC) and *Tgtp2* (2.02 LFC). 

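The genes that Table 1 gives for EIC against Control include interferon-inducible GTPases, lectins and lysozymes of phagocytes, and Zbp1, a sensor of nucleic acids. Tgtp1 and Tgtp2, GTPases that interferon-gamma induces and that act against intracellular pathogens, lie on chromosome 11 (48985327 to 48994172 and 49057194 to 49064206; GRCm38, GENCODE vM21) and are near-identical neighbors, so reads may be shared between them and the counts of each are uncertain. Tgtp2 was at 7.44 ± 4.52 CPM (mean ± SD, n = 5) in EIC and 1.84 ± 0.35 CPM in Control, an LFC of 2.02 (SE 0.34, adjusted p = 0.00589). Tgtp1 was at 6.69 ± 4.98 CPM in EIC and 1.94 ± 0.56 CPM in Control, an LFC of 1.79 (SE 0.37, adjusted p = 0.0207), with EIC 67 highest at 15.3 CPM, and was not a DE gene without Control 651 (adjusted p = 0.0532), without Control 652 (adjusted p = 0.0531) or without Control 655 (adjusted p = 0.0533). Clec4a1 and Clec4a2, C-type lectins of monocytes, rose by 2.41 (SE 0.38, adjusted p = 0.00517) and 1.71 (SE 0.29, adjusted p = 0.00796). Iigp1, a GTPase that attacks the vacuoles of pathogens, rose by 2.04 (SE 0.36, adjusted p = 0.00943), and Lyz2, the lysozyme of macrophages, by 1.89 (SE 0.37, adjusted p = 0.0165). Zbp1, a sensor of Z-form nucleic acids, rose by 2.73 (SE 0.60, adjusted p = 0.0419), a call that was lost in 12 of 20 fits with a library left out. Fcgr4, an activating receptor for IgG, had an LFC of 2.00 (SE 0.57, adjusted p = 0.0973) and did not pass. Of the 15 genes of Table 1 for this comparison, 11 were DE genes by edgeR and 14 by DESeq2, and 5 were DE genes when only the 10 libraries compared were used. Since these genes were selected on the same mice, the tally is not independent evidence.

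**Figure D1:**
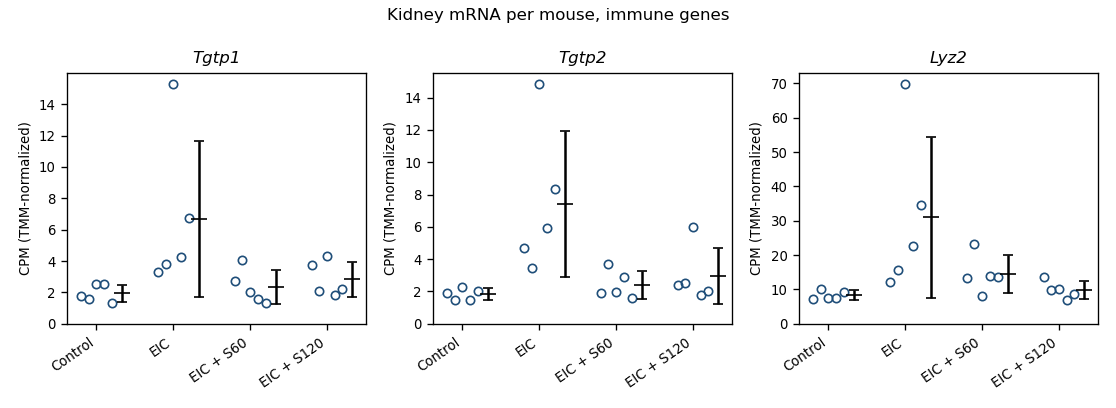
CPM per mouse of Tgtp1, Tgtp2 and Lyz2 in Control, EIC, EIC + S60 and EIC + S120. Open circles are single mice (n = 5 per group) and bars give the mean ± SD. Lyz2 was at 31.0 ± 23.4 CPM in EIC and 8.33 ± 1.37 CPM in Control, and every EIC mouse lay above every Control mouse for all of the genes plotted.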

We performed the same DGE analysis with top network hub genes with the two sparsentan-treated, EIC-injected mouse groups (EIC + S60 and EIC + S120) compared with the untreated EIC group. 

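With sparsentan, interferon-inducible GTPases and lysozyme had lower counts than in EIC, while 0 of the 15 genes that Table 1 gives for each dose were DE genes by edgeR. In EIC + S60, Tgtp2 was at 2.41 ± 0.87 CPM (mean ± SD, n = 5; LFC −1.63, SE 0.34, adjusted p = 0.586) and Tgtp1 at 2.35 ± 1.09 CPM (LFC −1.52, SE 0.37, adjusted p = 0.734; −0.96 without EIC 67). For both genes, which may share reads, 4 of 5 mice lay below every EIC mouse. Gbp9, a guanylate-binding protein induced by interferon-gamma, had an LFC of −1.09 (SE 0.20, adjusted p = 0.345). In EIC + S120, Tgtp2 was at 2.93 ± 1.73 CPM, with a single mouse, EIC + S120 79, at 5.99 CPM, and Tgtp1 at 2.84 ± 1.12 CPM, and Lyz2 had an LFC of −1.65 (SE 0.37, adjusted p = 0.229). Nlrc5, the transactivator of MHC class I genes, had an LFC of −1.67 in EIC + S120 vs. EIC (SE 0.43, adjusted p = 0.229). All 15 genes had negative LFCs at either dose. At an unadjusted p under 0.05 stood 12 of them with S60 and 15 with S120, and DESeq2 called 2 with S60 (Tgtp2 and Gbp9) and 5 with S120 (Lyz2, Nlrc5, Iigp1, Tgtp2 and Itgb2). The study chose these genes for large LFCs in the same contrasts on the same mice. Their direction and these tallies are therefore not independent evidence of an effect of sparsentan. Over all genes tested, edgeR found 0 DE genes in EIC + S60 vs. EIC (846 at an unadjusted p under 0.05; 5 by DESeq2, 0 by limma-voom) and 8 in EIC + S120 vs. EIC (1182 at an unadjusted p under 0.05; 65 by DESeq2, 24 by limma-voom), a number that was 14 without Control 651, 1 without EIC 66, EIC 67, EIC + S120 78 or EIC + S120 81, 2 without EIC 69, EIC + S120 79 or EIC + S120 80, and 5 without Control 652, EIC 65, EIC + S60 71 or EIC + S60 74.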

We found that sparsentan at 60 or 120 mg/kg led to an attenuation of expression levels of immune-related genes including *Tgtp1* (−1.51 LFC for EIC vs. EIC + S60) and *Tgtp2* (−1.63 and −1.35 LFC for EIC vs. EIC +S60 or S120, respectively) (Table 1, Fig. 5).

**Figure 5.**
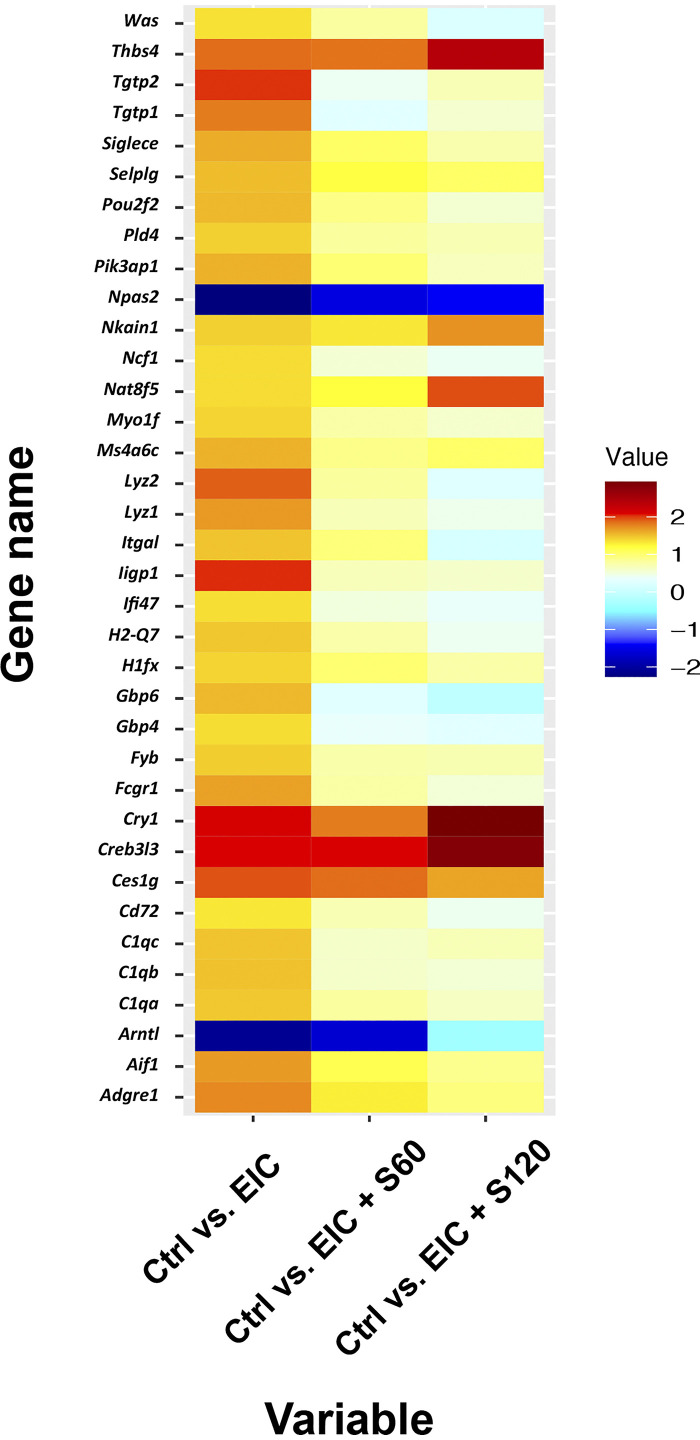
Top WGCNA module genes show normalization or reversal of expression after sparsentan treatment. WGCNA between grouped pairs (Control vs. EIC, Control vs. EIC+S60, Control vs. EIC+S120) was performed to find module eigengenes that correlate with glomerular phenotypes (nuclei per glomerulus and Ki-67 positivity). Genes from modules significantly associated with glomerular phenotypes (*P-*adj < 0.05) were then cross-referenced and compared with differential expression analysis for sequence 2 (DESeq2) log_2_ fold change analysis. A heatmap was generated using these statistically significant genes for the ME-nuclei/glomerulus phenotype. Ctrl, control; EIC, engineered immune complexes; ME, module eigengene; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg; WGCNA, weighted gene correlation network analysis.

**Table 1.** Top LFC in gene expression in DESeq2 identified from top modules in WGCNA

Control vs. EIC		EIC vs. EIC + S60		EIC vs. EIC + S120	
Gene	LFC	Gene	LFC	Gene	LFC
Z-DNA binding protein 1 (*Zbp1*)	2.78	***Tgtp2 ***	−1.63	***Fcgr4 ***	−1.90
C-type lectin domain family 4, member a1 (*Clec4a1*)	2.46	***Gm4951 ***	−1.62	***Myo1g ***	−1.70
Fc receptor IgG IV (*Fcgr4*)	2.05	***Tgtp1 ***	−1.51	***Nlrc5 ***	−1.68
Interferon-inducible GTPase 1 (*Iigp1*)	2.04	***Iigp1 ***	−1.39	***Lyz2*** * *	−1.65
T cell-specific guanine nucleotide triphosphate-binding protein 2 (*Tgtp2*)	2.02	***Fcgr4 ***	−1.35	*Gbp6 *	−1.61
Lysozyme 2 (*Lyz2*)	1.90	***Nlrc5 ***	−1.34	***Clec4a1 ***	−1.51
Myosin 1 G (*Myo1G*)	1.86	Guanylate binding protein family member 6 (*Gbp6*)	−1.26	***Iigp1 ***	−1.46
NOD-like receptor family CARD domain containing 5 (*Nlrc5*)	1.81	C-type lectin domain family 12 member A (*Cleck12a*)	−1.23	Neutrophil cytosolic factor 4 (*Ncf4*)	−1.43
T cell-specific guanine nucleotide triphosphate-binding protein 1 (*Tgtp1*)	1.79	***Zbp1 ***	−1.12	Mitogen-activated protein kinase kinase kinase kinase 1 (*Map4k1*)	−1.36
Interferon-gamma-inducible GTPase Ifgga2 protein (*Gm4951*)	1.79	***Ms4a6b*** * *	−1.11	***Tgtp2 ***	−1.35
Adhesion G protein-coupled receptor E1 (*Adgre1*)	1.74	***Lyz2 ***	−1.10	Integrin subunit alpha L (*Itgal*)	−1.33
C-type lectin domain family 4, member a2 (*Clec4a2*)	1.74	Guanylate-binding protein 9 (*Gbp9*)	−1.09	***Clec4a2 ***	−1.27
Membrane-spanning 4-domains subfamily A member 6B (*Ms4a6b*)	1.70	Tryptase beta 2 (*Tpsb2*)	−1.04	***Lyz1 ***	−1.25
Lysozyme C-1 (*Lyz1*)	1.67	XIAP-associated factor 1 (*Xaf1*)	−1.03	Integrin beta 2 *(Itgb2*)* *	−1.24
Allograft Inflammatory Factor 1 (*Aif1*)	1.66	Schlafen family member 8 (*Slfn8*)	−1.03	*Xaf1 *	−1.24

WGCNA between grouped pairs (Control vs. EIC, EIC vs. EIC + S120, EIC vs. EIC + S60) was performed to find module eigengenes that correlate with nuclei per glomerulus and Ki-67 positivity. Combined genes from WGCNA top modules were cross-referenced with DESeq2 data from those groups, and genes with highest LFC changes are shown. Comparison of the top genes; LFC in bold indicates a top gene also found in control vs. EIC group. DESeq2, differential expression analysis for sequence 2; EIC, engineered immune complexes; LFC, log_2_ fold change; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg; WGCNA, weighted gene correlation network analysis.

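The genes plotted in Fig. 5 include interferon-inducible GTPases, C1q, macrophage receptors, clock genes and metabolic genes of the tubule. Of its 36 genes, 29 were DE genes in EIC vs. Control, 27 of them higher and 2 lower (34 and 2 when adjusted over the list alone), but the study chose the list on these mice, so neither tally is independent evidence. Each gene's LFC from Control in the sparsentan groups was divided by its LFC in EIC. Gbp4, a guanylate-binding protein that interferon-gamma induces, kept 25.4% of its EIC change in EIC + S60 and 19.6% in EIC + S120. The macrophage receptor Adgre1 kept 73.5% and 54.0%. Cry1 kept 84.9% in EIC + S60 and was at 138% in EIC + S120, farther from Control than in EIC. Ces1g, the carboxylesterase, still had 83.4% of its EIC change in EIC + S120. The median share left over the 36 genes was 55.8% in EIC + S60 and 40.7% in EIC + S120. No value without an effect of sparsentan was computed for it. In comparisons with EIC, 0 of the 36 genes were DE genes at either dose by edgeR; adjusted over the list alone, 8 were lower in EIC + S60, and 21 were lower and 3 higher in EIC + S120, again not independent evidence.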

The cross-referencing of DE genes and gene modules from the network analysis indicated that sparsentan treatment largely prevented dysregulation in the top 36 genes, ranked based on highest module correlation. 

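Against Control, 35 of the 36 genes of Fig. 5 lay nearer to Control in EIC + S60 than in EIC, all but Creb3l3, a transcription factor of the fasting response. In EIC + S120, 31 of the 36 did, all but Creb3l3, Cry1, Thbs4, Nkain1 and Nat8f5. The list was chosen on these mice, so genes can lie nearer to Control without an effect of sparsentan. No value without an effect was computed for these tallies, and nothing on sparsentan follows from them alone. DE genes against Control numbered 8 of the 36 in EIC + S60 and 7 in EIC + S120, while the kidneys as a whole had 180 DE genes in EIC + S60 vs. Control (113 higher, 67 lower) and 777 in EIC + S120 vs. Control (404 higher, 373 lower). The first number was 103 without EIC + S60 73 and 108 without Control 654 or EIC + S60 71, and the second was 489 without EIC + S120 81, 510 without EIC + S120 80 and 1172 without EIC + S120 77. Of the 225 genes higher in EIC, 79.6% had a negative LFC in EIC + S60 vs. EIC and 52.4% in EIC + S120 vs. EIC; of the 191 lower in EIC, 89.5% and 63.4% had a positive one. The same EIC libraries enter both contrasts, and counts simulated without any effect of sparsentan gave means of 69.2% of the higher and 71.6% of the lower genes for S60 (highest of 20 draws 72.9% and 74.0%) and 68.9% and 71.6% for S120 (72.8% and 75.7%). Each draw called more genes in EIC vs. Control than the mice did (540 to 631 higher and 482 to 551 lower), so these percentages belong to other sets of genes. The median share of the EIC change that was undone was 0.248 for EIC + S60 and 0.100 for EIC + S120. The latter turned to −0.0264 without Control 651, fell to between 0.00785 and 0.0626 without Control 652, 654 or 655, EIC 67 or 68, EIC + S60 71, or EIC + S120 77 or 80, and rose to 0.227 without EIC 65 and 0.232 without EIC 66. In the simulated counts the mean share was 0.135 (highest of 20 draws 0.150) for S60 and 0.138 (highest 0.151) for S120. With the EIC mice divided between the contrasts, the median share was 0.0505 (range −0.0592 to 0.163 over 20 divisions) for S60 and −0.133 (−0.324 to 0.147) for S120, over the 44 to 702 genes called in each division. Among lists of genes, the share was 0.72 and 0.74 (EIC + S60 and EIC + S120) for the 11 interferon-gamma-inducible DE genes. It was 0.39 and 0.59 for the 8 DE genes of macrophages and monocytes, and 0.08 and 0.79 for 6 immediate early genes. The 8 DE genes in antiphase to Arntl had 0.17 and 0.13, and the 3 in phase with it 0.21 and 0.48. The 2 glucocorticoid-induced DE genes had 0.015 and −0.29, and the 2 of PPAR-alpha and fasting −0.05 and −0.28. By mean log2 CPM over all members, 0.806 and 0.510 of the change was left for the antiphase list. For the list in phase, 0.835 and 0.293 was left. In EIC + S120 the antiphase average combines genes farther from Control than in EIC, such as Per2, with genes back near it, such as Dbp. In these shares too, both contrasts use the same EIC libraries, and no value without an effect was computed for single lists.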

The comparisons performed between Control versus EIC, Control versus EIC + S60, and Control versus EIC + S120 demonstrated that sparsentan treatment promoted reversal of EIC-induced expression levels toward those of the control mice. For example, increased expression of the C1q components of the classical complement pathway (*C1qa, C1qb, C1qc*) observed in the EIC-alone group was attenuated by sparsentan treatment. Moreover, in cases where genes were repressed, such as the mammalian clock gene regulatory network (*Arntl*), EIC-induced expression changes were also prevented (Fig. 5).

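C1q is the recognition subunit that starts the classical complement pathway on bound antibody, and in tissue it is made mainly by macrophages. Its chains are encoded next to one another on chromosome 4 (C1qb 136880129 to 136886187, C1qc 136889804 to 136893065 and C1qa 136895917 to 136898803; GRCm38). C1qa was at 20.1 ± 9.48 CPM (mean ± SD, n = 5) in EIC, 12.6 ± 3.13 CPM in EIC + S60 and 11.2 ± 1.81 CPM in EIC + S120. C1qb was at 14.2 ± 6.23, 7.59 ± 2.04 and 7.28 ± 1.23 CPM in the same groups. C1qc was at 10.9 ± 5.74, 5.96 ± 1.29 and 6.25 ± 1.77 CPM. In EIC + S60 vs. EIC, C1qb had an LFC of −0.90 (SE 0.25, adjusted p = 0.734) and C1qa an LFC of −0.68 (SE 0.25, adjusted p = 0.754; −0.39 without EIC 67). At the higher dose, the LFC against EIC was −0.96 for C1qb (SE 0.25, adjusted p = 0.25), −0.85 for C1qa (SE 0.25, adjusted p = 0.344) and −0.80 for C1qc (SE 0.26, adjusted p = 0.405), and without EIC 67 the last 2 were −0.56 and −0.45. For C1qa and C1qb, 4 of 5 mice of EIC + S120 lay below every EIC mouse, but none of the chains passed the test against EIC by edgeR, and DESeq2 called C1qb alone, at the higher dose (adjusted p = 0.041).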

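Arntl (chromosome 7, 113207465 to 113314126; GRCm38) encodes BMAL1, which with CLOCK or NPAS2 switches on the genes of the circadian clock, and Npas2 follows the same phase. Arntl was at 2.86 ± 0.51 CPM (mean ± SD, n = 5) in Control and 0.665 ± 0.10 CPM in EIC, an LFC of −2.09 (SE 0.34, adjusted p = 0.00681). In EIC + S60 it was at 0.907 ± 0.39 CPM, with an LFC of 0.43 against EIC (SE 0.34, adjusted p = 0.913; 0.15 without EIC + S60 73) and 79.3% of its EIC change left. In EIC + S120 it was at 2.21 ± 2.02 CPM, with an LFC of 1.73 against EIC (SE 0.34, adjusted p = 0.209 by edgeR, 0.022 by DESeq2) and 17.6% left; one mouse, EIC + S120 78, stood at 5.78 CPM, and without it the LFC was 0.98 (adjusted p = 0.456). Npas2 fell by 2.25 on the log2 scale in EIC (SE 0.35, adjusted p = 0.00261), where EIC 65 lay above the others at 0.724 CPM, and was still lower than in Control in EIC + S60 (69.3% left, adjusted p = 0.0293) and EIC + S120 (63.0% left, adjusted p = 0.0227). Clock, the partner of BMAL1, fell by 0.42 in EIC (SE 0.08, adjusted p = 0.0077). Of the 12 genes in antiphase to Arntl, 8 rose in EIC and none fell (10 and 1 when adjusted over the list alone), with a median LFC of 0.63. Per2, a repressor of the clock, rose by 1.27 (SE 0.12, adjusted p = 2.38e-06), Wee1, a kinase under clock control, by 0.77 (SE 0.10, adjusted p = 0.000123), and Dbp, an output factor of the clock, by 0.68 (SE 0.11, adjusted p = 0.00204). By limma's camera, the 4 genes in phase with Arntl were lower in EIC than other genes (adjusted p = 0.000543; adjusted p = 0.0685 with an estimated correlation) and those in antiphase higher (adjusted p = 1.3e-13; adjusted p = 0.00135 with an estimated correlation). The paper's text does not name the time of day of harvest. Of repressed genes such as Arntl, the paper states that the changes brought about by EIC were prevented as well.

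**Figure D2:**
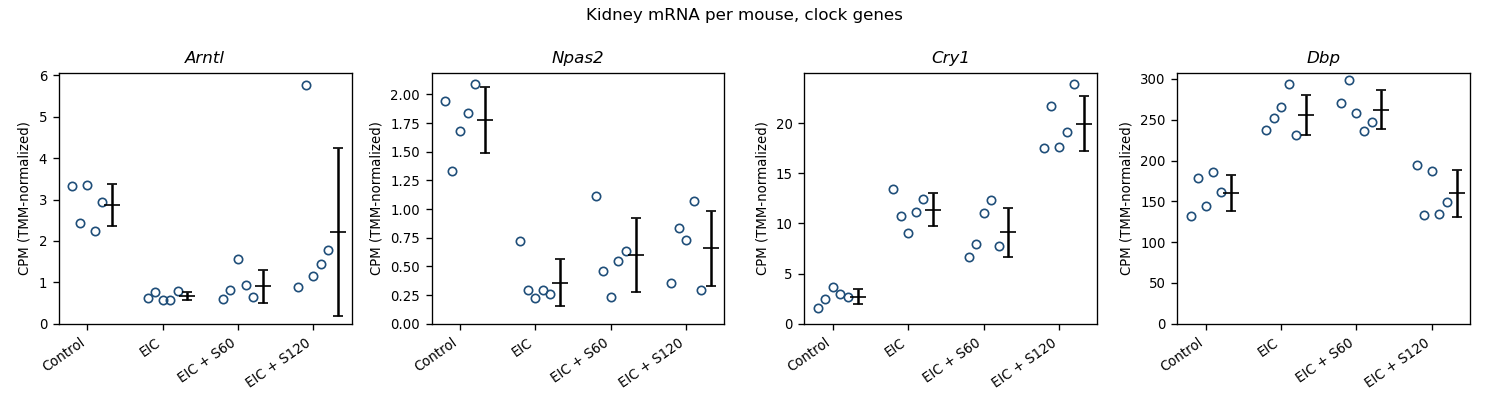
CPM per mouse of Arntl, Npas2, Cry1 and Dbp in Control, EIC, EIC + S60 and EIC + S120. Open circles are single mice (n = 5 per group) and bars give the mean ± SD. Cry1 was at 2.69 ± 0.75, 11.4 ± 1.68, 9.12 ± 2.43 and 20.0 ± 2.76 CPM in these groups, and Dbp at 160 ± 22.4, 256 ± 24.6, 262 ± 24.0 and 160 ± 29.0 CPM.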

qRT-PCR targeting a subset of hub genes, *Fcer1g*, *C1qb*, *Nlrc5*, *Irgm2*, *Tgtp1*, *Tgtp2*, and *Itgb2*, showed a consistent increase of expression in mice injected with EIC compared with the control mice, thus validating the gene expression alterations identified in our network-level analysis from the NGS data. The EIC-induced upregulation of the genes examined was ameliorated by sparsentan at both doses, with a clear trend for a lessening of expression following sparsentan treatment compared with that in control mice (Fig. 6). Notably the expression of *Tgtp1* was statistically significantly lower (*P* < 0.05) in kidneys from EIC + SP60 and EIC + SP120 compared with the EIC group (Fig. 6).

**Figure 6.**
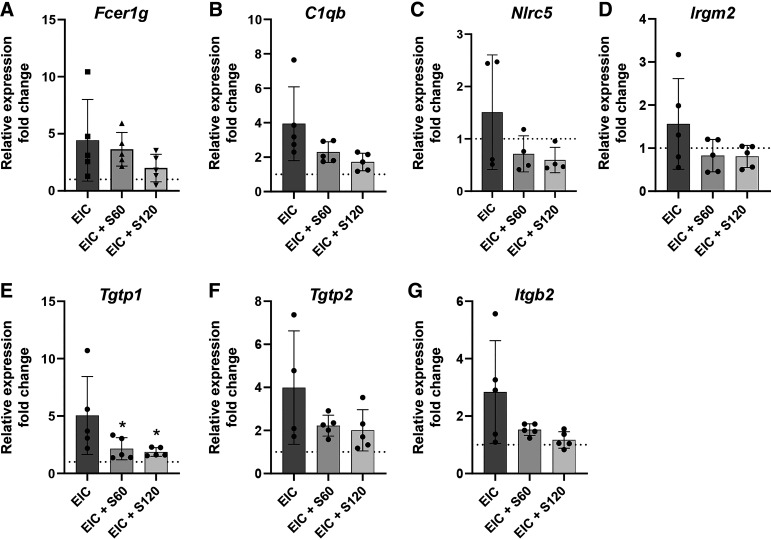
Validation of gene expression changes by qRT-PCR. To validate gene-expression changes determined by NGS (RNA-Seq), gene expression of a subset of hub genes was assessed using qRT-PCR. We used the following target genes: *Fcer1g* (Fc epsilon receptor Ig; *A*), *C1qb* (complement C1q B chain; *B*), *Nlrc5* (NLR family CARD domain containing 5; *C*), *Irgm2* (immunity-related GTPase family M member 2; *D*), *Tgtp1* (T cell-specific GTPase 1; *E*), *Tgtp2* (T cell-specific GTPase 2; *F*), and *Itgb2* (integrin subunit beta 2; *G*). Genes encoding *β-actin and GAPDH* (glyceraldehyde-3-phosphate dehydrogenase) were used for normalization. All gene expression data are shown as ΔΔCt, calculated as log_2_ fold change vs. expression levels of that gene in control mice. Dashed line at 1 indicates where no change is found from control expression level. *P < 0.05 vs. EIC, *n* = 5 for each sample set. EIC, engineered immune complexes; NGS, next-generation sequencing; qRT-PCR, quantitative reverse transcription polymerase chain reaction; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg.

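Several genes that interferon-gamma induces, and 3 of the type I interferon response, rose in the kidneys of EIC-injected mice. Among 21 interferon-gamma-inducible genes, 11 rose, none fell and 10 did not pass (17 higher when adjusted over the list alone). Irgm2, a GTPase that guards host membranes, rose by an LFC of 1.16 (SE 0.23, adjusted p = 0.0131), Gbp9 by 1.00 (SE 0.20, adjusted p = 0.0129) and Gbp4 by 1.36 (SE 0.28, adjusted p = 0.0146). Of 32 type I interferon-stimulated genes, 3 rose, none fell and 29 did not pass (4 higher when adjusted over the list alone). Irf9, a transcription factor of type I interferon signaling, rose by 0.57 (SE 0.14, adjusted p = 0.0335), a call that was lost in 6 of 20 fits with a library left out. None of 18 cytokine, chemokine and NF-kappaB genes passed by edgeR (0 also when adjusted over the list alone), and 11 further members were not tested. Camera gave an adjusted p = 3.46e-14 for the interferon-gamma-inducible list (adjusted p = 0.113 with an estimated correlation), an adjusted p = 7.55e-06 for the type I list (adjusted p = 0.469 with an estimated correlation) and an adjusted p = 0.153 for the cytokine list. The 2 interferon lists share no member. Whether the genes of one list also respond to the other interferon was not tested, so the lists do not tell the interferons apart.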

The effect of EIC and sparsentan on disease-relevant pathways using GSEA revealed that immune- and inflammatory-related pathways, such as “cytokine-mediated signaling,” “cellular response to type 1 interferon,” and “type I interferon signaling” were the most significant pathways when all three pairwise datasets were analyzed. EIC increased expression of genes in these pathways and sparsentan treatment attenuated the pathway-specific gene expression (Tables 1 and 2).

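Antigen presentation and neutrophil activation are the further pathways of Table 2, and they were followed through both doses with lists of their members. Nlrc5 rose by 1.80 in EIC (SE 0.43, adjusted p = 0.0236) and was not a DE gene without EIC 67 (adjusted p = 0.0579) or without Control 652 (adjusted p = 0.0518). Of 20 genes of MHC class I antigen presentation, 5 rose in EIC, none fell and 15 did not pass (15 higher when adjusted over the list alone). Of 24 neutrophil activation genes, 9 rose and 15 did not pass (14 higher when adjusted over the list alone), among them Selplg, the ligand of selectins on leukocytes (LFC 1.49, SE 0.29, adjusted p = 0.0105), while 3 markers of neutrophils themselves had a median LFC of 0.31 and none passed (adjusted p = 0.391 by camera). Other neutrophil markers, among them Ly6g, Cxcr2, Mpo and Elane, fell under the count filter or had no counts listed. The 3 tested cannot show whether neutrophils changed. Against EIC, the median LFC of the interferon-gamma-inducible list was −0.87 in EIC + S60 and −0.86 in EIC + S120, and each time 15 of its 21 genes were lower when adjusted over the list alone and 0 over all genes by edgeR. The type I interferon list had medians of −0.42 and −0.43, with 1 gene lower at each dose when adjusted over the list alone. For MHC class I genes the medians were −0.15 and −0.30, and for neutrophil activation genes −0.29 and −0.66, with 5 members lower in EIC + S120 in either list when adjusted over the list alone. Camera gave an adjusted p = 1.04e-13 for the interferon-gamma list in EIC + S60 (adjusted p = 0.497 with an estimated correlation) and an adjusted p = 9.86e-15 in EIC + S120 (adjusted p = 0.128 with an estimated correlation). The cytokine, chemokine and NF-kappaB list had medians of −0.01 (adjusted p = 0.822) and −0.06 (adjusted p = 0.187). The mean interferon-gamma score of EIC + S60 differed from that of EIC by −0.675 log2 CPM (exact permutation p = 0.0476, adjusted p = 0.317, two-sided, n = 5) and that of EIC + S120 by −0.732 (exact permutation p = 0.0635, adjusted p = 0.141). Without EIC 67 these differences were −0.439 (exact permutation p = 0.0873) and −0.495 (exact permutation p = 0.103), and in EIC + S60 the differences of the other scores from EIC fell from −0.257 to −0.108 for MHC class I genes and from −0.230 to −0.0213 for neutrophil activation genes. In EIC + S120 the difference for MHC class I genes fell from −0.393 (exact permutation p = 0.0397, adjusted p = 0.122) to −0.244 (exact permutation p = 0.0635). For neutrophil activation genes it fell from −0.548 (exact permutation p = 0.0397) to −0.340 (exact permutation p = 0.0714). The score of the 3 neutrophil markers differed from EIC by 0.0192 in EIC + S60 (exact permutation p = 0.929). In EIC + S120 it differed by −0.539 (exact permutation p = 0.0159), and by −0.441 without EIC 67 (exact permutation p = 0.0397). The score of macrophage and monocyte markers fell as well. It differed from EIC by −0.347 in EIC + S60 (exact permutation p = 0.222) and by −0.598 in EIC + S120 (exact permutation p = 0.0159). Without EIC 67 these differences were −0.132 and −0.383. Permutation p given alone here are unadjusted.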

**Table 2.** Pathway-level analysis shows downregulated expression of genes involved in immune/inflammatory processes after sparsentan treatment

Up Pathways		Down Pathways			
Control vs. EIC		EIC vs. EIC+S120		EIC vs. EIC+S60	
Pathway	*P* Value	Pathway	*P* Value	Pathway	*P* Value
Cytokine-mediated signaling pathway	2.53E-08	Cytokine-mediated signaling pathway	2.97E-09	Cellular response to type I interferon	1.49E-08
Cellular response to type I interferon	2.53E-08	Cellular response to type I interferon	3.87E-09	Type I interferon signaling pathway	1.49E-08
Type I interferon signaling pathway	2.53E-08	Type I interferon signaling pathway	3.87E-09	Cytokine-mediated signaling pathway	2.90E-07
Neutrophil activation involved in immune response	3.52E-05	Neutrophil activation involved in immune response	1.24E-05	Neutrophil activation involved in immune response	0.001
Neutrophil degranulation	6.37E-05	Neutrophil degranulation	2.40E-05	Neutrophil degranulation	0.002
Neutrophil-mediated immunity	8.22E-05	Neutrophil-mediated immunity (GO:0002446)	3.08E-05	Antigen processing and presentation of exogenous peptide antigen via MHC class I	0.002
Cellular response to cytokine stimulus	7.33E-04	Cellular response to cytokine stimulus	0.001	Neutrophil-mediated immunity	0.002
Antigen processing and presentation of exogenous peptide antigen via MHC class I	0.003	Antigen processing and presentation of exogenous peptide antigen via MHC class I	0.001	Response to interferon-gamma	0.003
Response to interferon-gamma	0.004	Response to interferon-gamma	0.001	Response to interferon-beta	0.005
Response to cytokine	0.004	Antigen processing and presentation of exogenous peptide antigen via MHC class I, tap-dependent	0.003	Antigen processing and presentation of exogenous peptide antigen via MHC class I, tap-dependent)	0.005

WGCNA analysis between grouped pairs (Control vs. EIC, EIC vs. EIC + S120, EIC vs. EIC + S60) was performed to find module eigengenes that correlate with glomerular phenotypes (nuclei per glomerulus and Ki-67 positivity). Genes from the modules significantly associated with the cellular phenotypes were then grouped and subjected to GSEA GO biological process pathway analysis. Top 10 pathways for each pairwise analysis are shown. LFC of genes within each pathway were identified using DESeq2 data and found to be decreased compared with the LFC of the upregulated genes in control vs. EIC. DESeq2, differential expression analysis for sequence 2; EIC, engineered immune complexes; GO, gene ontology; GSEA, gene set enrichment analysis; INF, interferon; LFC, log_2_ fold change; MHC1, major histocompatibility complex class I; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg; WGCNA, weighted gene correlation network analysis.

### Upstream Regulatory Network Imputation Revealed Changes in Protein Kinases and Transcription Factors in Kidney Tissues of Mice Injected With EIC Compared With Mice That Received EIC and Sparsentan

To gain a deeper understanding on how the identified hub genes are potentially regulated upstream by well-known protein kinases and transcription factors, we leveraged the X2K database. In the EIC-injected mice without sparsentan administration, we found that MAPK1/3/8/14 were the top associated protein kinases, with the top transcription factors *RelA* (NF-κB cofactor), vitamin D receptor (*Vdr*), and runt-related transcription factor 1 (*Runx1*) (Fig. 7). In EIC + S60 versus control group, the top protein kinase associations included GSK3B, CDK1, and MAPK14, and the top transcription factors myelocytomatosis oncogene (*Myc*), peroxisome proliferator-activated receptor gamma (*Pparg*), and Krüppel-like factor 4 (*Klf4*) (Supplemental Fig. S4*A*). In EIC + S120 versus control, the top protein kinase associations included CDK1, CSNK2A1, and MAPK14, and the top transcription factors were E2 alpha (*Tcf3*), Sin3a, and sex-determining region Y box 2 (*Sox2*) (Supplemental Fig. S4*B*). Animals treated with sparsentan showed a shift in the signaling pathways regulating the downstream hub genes that control the mesangial proliferation. These include some of the MAPKs, which are critical master regulators for controlling cell proliferation during states of stimulation or damage (36).

**Figure 7.**
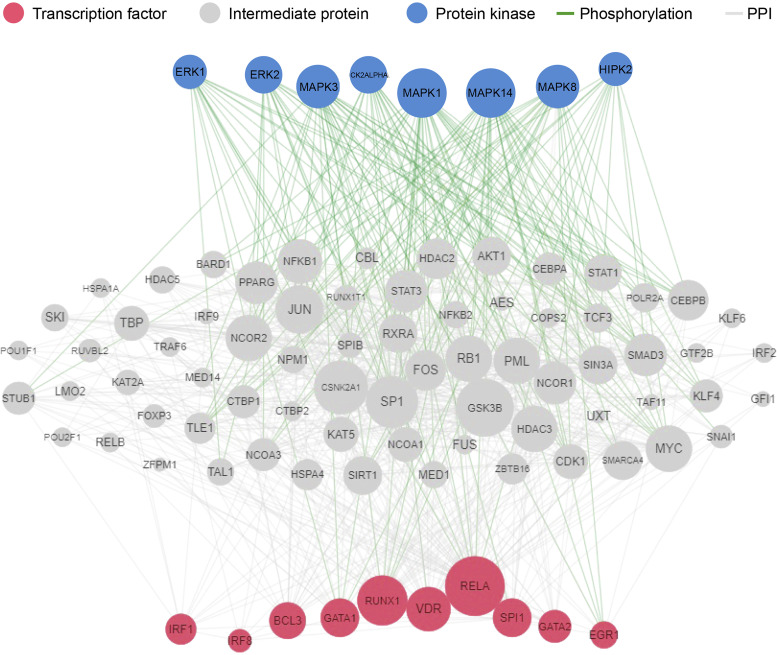
WGCNA top module genes: protein-kinase and transcription-factor analysis for EIC-injected mice vs. control mice. Significantly correlated genes compared with the ME identified from top ME-trait correlations in the EIC vs. control group were uploaded to X2Kweb, a web tool developed for upstream regulatory network inference (maayanlab.cloud/X2K/). This network depicts inferred protein kinases (blue circles), transcription factors (red circles), and intermediate proteins (gray circles) that are known to be involved in regulation of gene lists of interest. PPI is shown with the gray line, and phosphorylation is shown with a green line. EIC, engineered immune complexes; ME, module eigengene; PPI, protein-protein interaction; WGCNA, weighted gene coexpression network analysis.

### Many EIC-Dysregulated and Sparsentan-Responsive Genes With Immune/Inflammatory Functions Are Dysregulated in Kidney Tissues of Patients With IgAN

We sought to identify which genes and pathway from our EIC-based animal model may mirror gene expression changes identified in patients with IgAN, thus providing some insights into which of the expression profiles we identified are the most translatable. We performed these analyses based on previously published statistically significant DE genes in microdissected glomeruli from kidney biopsy specimens of patients with IgAN and healthy controls (pretransplant kidney biopsy) (29). The results showed an overlap of 85 DE genes between the glomeruli from patients with IgAN and in mice treated with EIC compared with the respective experimental control baseline. Moreover, in mice treated with EIC + S60, or EIC + S120, 56 and 53 DE genes, respectively, of those 85 genes overlap with the IgAN glomeruli genes and the EIC genes (Fig. 8, *A* and *B*). The overlapping genes between both sparsentan-treated mouse groups were largely similar and included mostly genes involved in immune functions and inflammation including components of the complement pathway (Supplemental Table S1). Notably, three hub genes (*Fcer1g*, *C1qb*, and *Itgb2*) that we identified to be overexpressed in the EIC model and validated to respond to sparsentan were also DE in patients with IgAN, thus further supporting the translatability of our findings. GO Biological Pathway analysis of the overlapping genes showed that the top five pathways for the lower dose of sparsentan (S60) included “immune response,” “regulation of immune responses,” “defense response,” “regulation of immune system process,” and “cell activation” (Supplemental Tables S2 and S3).

**Figure 8.**
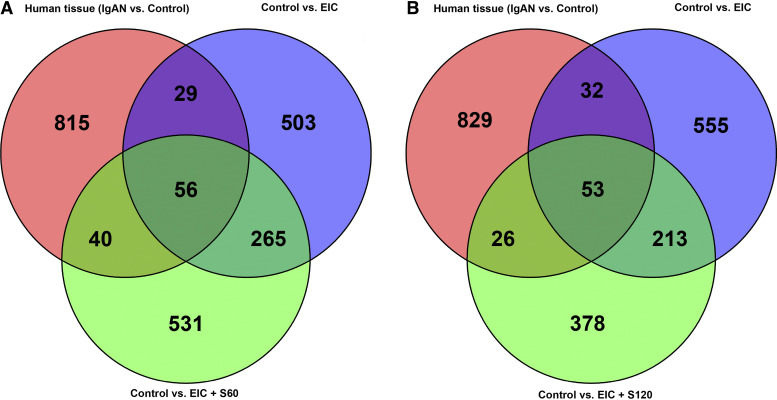
Gene networks in IgAN human-kidney tissue partially overlap with dysregulation in an EIC animal model treated with sparsentan. Transcriptional data of microdissected glomeruli from renal-biopsy specimens of patients with IgAN and controls were analyzed using differential expression analysis for sequence 2 (DESeq2).(25) Statistically significant genes were compared in a Venn diagram to top weighted gene correlation network analysis (WGCNA) module eigengene genes with *P-*adj < 0.05 correlation from multiple pairwise analyses. *A*: human tissue, Control vs. EIC, Control vs. EIC+S60, human tissue (*B*), Control vs. EIC, Control vs. EIC+S120. DESeq2, differential expression analysis for sequence 2; EIC, engineered immune complexes; IgAN, immunoglobulin A nephropathy; S60, sparsentan 60 mg/kg; S120, sparsentan 120 mg/kg.

## DISCUSSION

In this study, we report that in a mouse model of IgAN, in which engineered human immune complexes are injected to induce mesangioproliferative changes, the treatment with sparsentan prevents this kidney pathology. Although inhibition of RAS with ACE inhibitors or ARBs is considered to be current standard of care in IgAN, simultaneous inhibition of ET-1 may provide additional benefit as recently demonstrated by analysis of PROTECT trial, which compared sparsentan with the ARB irbesartan (21, 23). Targeting the ET_A_Rs alone has been shown to be beneficial in patients with CKD and experimental models of kidney diseases including IgAN (19, 37, 38). The mRNA expression levels of both ET-1 and the renin-angiotensin pathway have been reported to be increased in kidney-biopsy tissue of patients with IgAN (39, 40), and the risk of progression was found to be associated with higher intrarenal expression of ET-1 and angiotensin II.

Gene expression and network analysis of mouse kidney tissues indicated that the mechanisms by which sparsentan exerts its efficacy may be, in part, a consequence of preventing the activation of immune and inflammatory pathways. Notably, these pathways in the animal model were found to be similar to those derived from the genes overlapping with those dysregulated in glomeruli of patients with IgAN compared with the animal models (see Supplemental Fig. S4, *A* and *B*). Although in our mouse model, administration of sparsentan was concomitant with immune complex injections, and differed from how treatment may be initiated relative to disease onset in a clinical course setting, the presence of inflammatory pathways in both the mouse model and biopsy tissue indicates the importance of these mechanisms across the progression of disease pathobiology.

Development of IgAN is thought to result from a combination of several events, or “hits” (41), in genetically susceptible individuals. The first two hits are elevated circulating levels of Gd-IgA1 and production of autoantibodies specific for these IgA1 glycoforms. The third and fourth hits include formation of the IgA1-containing immune complexes and their deposition in the glomeruli with the subsequent activation of mesangial cells, leading to kidney injury. Multiple pathways are likely associated with this immune complex-induced cellular proliferation of mesangial cells. These pathways may involve endothelin 1 and the renin-angiotensin system (42). Analysis of transcriptional signatures in microdissected glomeruli from patients with IgAN revealed association between elevated expression of endothelin 1 (*EDN1*) and disease progression (39). Endothelin 1 and the ET_A_R have been implicated in multiple chronic kidney diseases, and receptor activation is strongly associated with activation of the canonical NF-κB inflammatory pathway (37, 43–45).

In this study, sparsentan treatment of mice injected with EIC not only attenuated the mesangial cell proliferation (Figs. 3 and 4) but also prevented changes observed in transcriptional activities of genes and networks induced by the immune complexes in mouse kidneys. Although *Edn1* expression was not elevated in EIC-injected mice, WGCNA and DGE transcriptional analyses revealed increased expression of proinflammatory genes and pathways in EIC-injected animals that were prevented by sparsentan (Table 1, Supplemental Tables S1– S3). 

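Edn1 (chromosome 13, 42301476 to 42307990; GRCm38) encodes the precursor of endothelin-1, whose type A receptor sparsentan blocks. Edn1 was at 1.32 ± 0.40 CPM (mean ± SD, n = 5) in Control and 1.64 ± 0.45 CPM in EIC (exact permutation p = 0.333, two-sided; Control 655 lay lowest, at 0.619 CPM), with 2.05 ± 0.63 CPM in EIC + S60 and 1.58 ± 0.51 CPM in EIC + S120. Ren1 (chromosome 1, 133350510 to 133360325) encodes renin, which juxtaglomerular cells release more of when angiotensin II receptors are blocked. It was at 137 ± 66.0 CPM in Control, 191 ± 38.3 CPM in EIC, 671 ± 181 CPM in EIC + S60 and 698 ± 166 CPM in EIC + S120. In EIC + S120 vs. EIC its LFC was 1.87 (SE 0.31, adjusted p = 0.0261), a call that was lost in 7 of 20 fits with a library left out, and in EIC + S60 vs. EIC it was 1.81 (SE 0.31, adjusted p = 0.187 by edgeR, 6.6e-06 by DESeq2). All 10 mice given sparsentan lay above every EIC mouse (exact permutation p = 0.00794 at each dose, the smallest that 5 mice against 5 allow). None of the 14 endothelin and renin-angiotensin genes was a DE gene in EIC vs. Control by edgeR, and none when adjusted over the list alone; Ednrb, the type B endothelin receptor, had an LFC of 0.49 (SE 0.15, adjusted p = 0.0876).

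**Figure D3:**
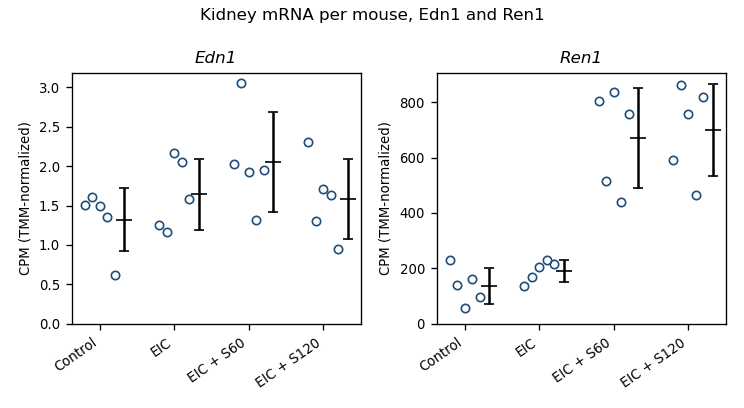
CPM per mouse of Edn1 and Ren1 in Control, EIC, EIC + S60 and EIC + S120. Open circles are single mice (n = 5 per group) and bars give the mean ± SD. For Ren1 the EIC mice lay between 136 and 231 CPM, and the mice of EIC + S60 and EIC + S120 between 440 and 862 CPM.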

Similar inflammatory-associated pathways were also upregulated in another model of early IgAN, gddY mouse model, using single-cell analytics (26).

The role of complement in IgAN is becoming well recognized, and the amount of complement C3 and detection of mannan-binding lectin in the glomerular immuno-deposits of patients with IgAN are associated with worse renal outcomes (46–51). Although these studies indicate that the complement deposition renally is likely extrarenal in origin, there is also mounting evidence of expression and production of complement components in IgA1 immune complex-activated mesangial cells (52, 53). 

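Of the complement genes tested, those of the C1q chains passed in the kidneys of EIC-injected mice. C1qb had an LFC of 1.49 (SE 0.25, adjusted p = 0.00379), C1qa an LFC of 1.46 (SE 0.25, adjusted p = 0.00437) and C1qc an LFC of 1.47 (SE 0.26, adjusted p = 0.00576) in EIC vs. Control, and each was a DE gene in all 20 fits with a library left out. For each chain, every EIC mouse lay above every Control mouse, although Control 654 lay apart from its group for C1qb (7.69 CPM). C3ar1, the receptor for the anaphylatoxin C3a on myeloid cells, had an LFC of 1.07 (SE 0.32, adjusted p = 0.102), and of 0.58 without EIC 67. Of 23 complement genes listed, 3 rose, none fell and 20 did not pass (4 higher when adjusted over the list alone), with a median LFC of 0.11. Camera gave an adjusted p = 0.000246 in EIC vs. Control (adjusted p = 0.0984 with an estimated correlation). Against EIC, the list had a median LFC of 0.03 in EIC + S60 (adjusted p = 0.598) and 0.12 in EIC + S120 (adjusted p = 0.785), and 2 of its genes were lower at each dose when adjusted over the list alone. The C1q chains are also made by macrophages, whose 19 markers included 8 that rose and none that fell (14 higher when adjusted over the list alone), with a median LFC of 1.01 (adjusted p = 1.75e-12 by camera; adjusted p = 0.0685 with an estimated correlation).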

We found significant upregulation of complement genes, such as *C1qa*, *C1qb*, and *C1qc* in the EIC-injected mouse group, which was prevented by sparsentan treatment (Fig. 5). Two of these genes (*C1qa* and *C1qb*) overlapped in our comparison of DGE profiles of microdissected glomeruli from patients with IgAN, further highlighting the potential role of complement in IgAN pathobiology (Supplemental Table S1) (29). Further support came from proteomic analysis of microdissected glomeruli from human kidney-biopsy specimens from patients with IgAN. These analyses revealed multiple complement proteins, including complement components C1qA, C1qB, and C1qC (54).

Further analysis allowed us to infer that the predominant kinases involved in transcriptional network activity after EIC injection were the associated MAPK classes. Specifically, MAPK1, MAPK14, MAPK3, and MAPK8 were all top targets, and reflected prior findings from IgAN-kidney tissues and in vitro studies (Fig. 7) (55, 56). After sparsentan treatment, the top three kinases identified for EIC + S60 were GSK3B, CDK1, MAPK14, and for EIC + S120 it was CSNK2A1, CDK1, and MAPK14, suggesting that antagonism of the AT_1_R and ET_A_R may potentially modulate the MAPK signaling pathways downstream of EIC (Supplemental Fig. S4, *A* and *B*).

In cultured human mesangial cells, IgA1-containing immune complexes upregulated expression and secretion of proinflammatory cytokines, complement components, and growth factors, such as IL-6, IFN-γ, C3, and platelet-derived growth factor (PDGF) (57, 58). In addition, single-cell transcriptome analysis using kidney biopsy tissues from patients with IgAN and healthy controls revealed an upregulation of multiple inflammatory and ECM-related genes in mesangial cells from patients with IgAN (25). In line with these findings, in our mouse model of IgAN, we identified enhanced expression of inflammation-related genes and pathways in kidney tissues, which was prevented by sparsentan treatment (Table 2).

Comparison of our mouse kidney tissue data with transcriptomic profiling of kidney biopsy specimens from patients with IgAN and controls previously deposited in the GEO database (29) revealed a substantial overlap between DGE expression direction and WGCNA hub genes. In addition, a recent transcriptomic study from renal glomerular biopsy specimens of patients with IgAN reported three hub genes (*ITGB2*, *FCER1G*, and *CSF1R*), two of which were relevant in our model (59). Our data revealed that *Itgb2* and *Fcer1g* were strong hubs (Supplemental Table S4), were significantly upregulated in EIC-injected mice compared with control mice, and were also identified in our GEO-derived biopsy dataset. 

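Itgb2 (chromosome 10, 77530252 to 77565708; GRCm38) encodes the beta chain shared by leukocyte integrins, and Fcer1g (chromosome 1, 171229572 to 171234365) the signaling chain of activating Fc receptors. Itgb2 was at 5.35 ± 3.16 CPM (mean ± SD, n = 5) in EIC and 2.34 ± 0.94 CPM in Control, an LFC of 1.18 (SE 0.31, adjusted p = 0.0496). Fcer1g was at 3.60 ± 1.49 CPM in EIC and 1.59 ± 0.40 CPM in Control, an LFC of 1.18 as well (SE 0.30, adjusted p = 0.0444). EIC 67 was the highest mouse for both genes. Without it, Itgb2 had an LFC of 0.75 (adjusted p = 0.167) and Fcer1g of 0.90 (adjusted p = 0.141), and neither was a DE gene. With any one library left out, the call was lost in 16 of 20 fits for Itgb2 and 11 of 20 for Fcer1g. Tyrobp, an adaptor that pairs with myeloid receptors as Fcer1g does, had an LFC of 0.99 (SE 0.24, adjusted p = 0.0378), lost in 7 of 20 such fits. The tissue analysed here is mouse kidney alone, and the human biopsies were not analysed here.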

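The leukocyte integrin chain Itgb2 was at 3.90 ± 0.54 CPM (mean ± SD, n = 5) in EIC + S60 and 2.26 ± 0.84 CPM in EIC + S120, where every mouse lay below every EIC mouse. Against EIC, its LFC at the higher dose was −1.24 (SE 0.31, adjusted p = 0.236 by edgeR, 0.041 by DESeq2), and −0.81 without EIC 67. Fcer1g, the Fc receptor signaling chain, was at 2.21 ± 0.75 CPM in EIC + S60 and 2.17 ± 1.07 CPM in EIC + S120. Its LFC against EIC was −0.71 in EIC + S60 (SE 0.30, adjusted p = 0.786) and −0.72 in EIC + S120 (SE 0.30, adjusted p = 0.541), and neither passed; without EIC 67 they were −0.43 and −0.44.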

Notably, their dysregulated expression was normalized in mice receiving sparsentan treatment. Within our model-to-biopsy comparison, most genes that overlapped in this analysis were directionally the same in IgAN and EIC-injected mice, whereas sparsentan attenuated these gene expression changes (Supplemental Table S1). Two of these genes were encoded in the loci identified in a recent GWAS of IgAN, *ITGAM/ITGAX,* and *LY86* loci (60). Pathway analysis of these overlapping genes found that they were all involved in immune-response functions (Supplemental Table S2 and S3). *ITGAM/ITGAX* is expressed by monocytes and other cells and the IgAN-risk alleles were associated with upregulation of *ITGAX* (60). *LY86* gene product, together with CD180 and TLR4, is expressed in monocytes and B cells, mediates the innate immune response to bacterial lipopolysaccharides, and has pleiotropic effects with other GWAS loci on cellular proliferation and immunoglobulin production (60).

Although the analysis of bulk tissue may present with limitations to the identification of a cell type or cell types that carry most of the transcriptional dysregulation, we leveraged a powerful bioinformatics strategy to narrow down the search space of the possible molecular processes underlying the mesangial hyperproliferative phenotype. It is possible that follow-up studies will be able to deconvolute either bioinformatically or with single-cell transcriptomic and refine or add valuable insights to our findings.

Data in the present study suggest that renal protective actions of sparsentan in this disease may involve effects on mesangial cell proliferation in association with complex anti-inflammatory actions. Key inflammatory and proliferative biological elements and pathways that are upregulated in this EIC model of IgAN are markedly normalized by sparsentan. Notable examples include complement genes, integrin components, and Fc receptor elements which may be responsive to activation changes in members of the MAP kinase family. 

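Integrins anchor cells to matrix and to one another, and single members rose or fell in the kidneys of EIC-injected mice. Itgb6, whose product activates TGF-beta on epithelial cells, fell by 0.98 on the log2 scale (SE 0.12, adjusted p = 0.000107), and the laminin-binding chain Itga6 by 0.41 (SE 0.10, adjusted p = 0.0262), a call lost in 5 of 20 fits with a library left out. Itgax, which encodes CD11c, an integrin alpha chain of dendritic cells and macrophages, rose by 1.17 (SE 0.27, adjusted p = 0.0342), likewise lost in 5 of 20. Of 24 integrin genes, 2 rose, 3 fell and 19 did not pass (4 higher and 3 lower when adjusted over the list alone; adjusted p = 0.375 by camera). Of 12 Fc receptor genes, 4 rose, none fell and 8 did not pass (6 higher and 1 lower when adjusted over the list alone). Fcgrt, the neonatal receptor that recycles IgG and albumin, rose by 0.68 (SE 0.13, adjusted p = 0.00656) and Fcgr1, the high-affinity IgG receptor, by 1.58 (SE 0.41, adjusted p = 0.0362; lost in 7 of 20 fits with a library left out). The Fc receptor list had an adjusted p = 0.00245 by camera (adjusted p = 0.136 with an estimated correlation). Of 35 MAP kinase genes, 1 rose, 1 fell and 33 did not pass (2 higher and 4 lower when adjusted over the list alone; adjusted p = 0.549 by camera). Map2k3, which activates p38, rose by 0.23 (SE 0.06, adjusted p = 0.0262; lost in 4 of 20 fits), and Mapk9, which encodes JNK2, fell by 0.22 (SE 0.06, adjusted p = 0.0424; lost in 15 of 20). Against EIC, median LFCs were −0.26 in EIC + S60 and −0.37 in EIC + S120 for Fc receptor genes, 0.05 and −0.03 for integrin genes, and 0.03 and −0.01 for MAP kinase genes. Without EIC 67, the difference of the Fc receptor score from EIC shrank from −0.272 to −0.157 in EIC + S60. In EIC + S120 it shrank from −0.454 to −0.340. Map3k5, the kinase ASK1 upstream of p38 and JNK, rose by 0.56 in EIC + S120 vs. EIC (SE 0.08, adjusted p = 0.00628). Counts of RNA do not measure the activity of a kinase.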

Overlap between mouse and human DEG further supports the hypothesis that sparsentan targets multiple pathological cellular processes in IgAN including the immune and inflammatory processes induced by IgA-IgG immune complexes in the kidneys. These effects of sparsentan are likely the basis of the beneficial effects of the drug in patients with IgAN.

## DATA AVAILABILITY

Raw and curated data are available at the Geo Expression Omnibus under Accession No. GSE225447. Other data and information are available in the Supplemental Material.

## SUPPLEMENTAL DATA

10.6084/m9.figshare.25152839.v2 Supplemental Figs. S1–S4 and Supplemental Tables S1–S4: https://doi.org/10.6084/m9.figshare.25152839.v2

## GRANTS

This work was supported by Travere Therapeutics, Inc.

## DISCLAIMERS

Travere Therapeutics, Inc., provided funding for the study and contributed to discussions on study design, analysis of RNA-Seq data, and editing and review of the manuscript.

## DISCLOSURES

Z.M. and J.N. are coinventors on US patent application 14/318,082 [assigned to the UAB Research Foundation (UABRF)] and licensed by UABRF to Reliant Glycosciences, LLC. J.N. is a co-founder and co-owner of and consultant for Reliant Glycosciences, LLC. C.P.J., R.K., and T.P. are full-time employees of Travere Therapeutics, Inc., and may have an equity or other financial interest in Travere Therapeutics, Inc. Support for efforts and experimental supplies was provided by Travere Therapeutics, Inc. None of the other authors has any conflicts of interest, financial or otherwise, to disclose.

## AUTHOR CONTRIBUTIONS

C.R., Z.M., T.P., S.H., Z-Q.H., T.R., R.K., C.P.J., and J.N. conceived and designed research; C.R., Z.M., T.P., S.H., Z-Q.H., T.R., L.N., and R.K. performed experiments; C.R., Z.M., T.P., S.H., Z-Q.H., T.R., L.N., R.K., and J.N. analyzed data; C.R., Z.M., S.H., Z-Q.H., T.R., L.N., R.K., C.P.J., and J.N. interpreted results of experiments; C.R., Z.M., S.H., Z-Q.H., L.N., R.K., C.P.J., and J.N. prepared figures; C.R., Z.M., S.H., C.P.J., and J.N. drafted manuscript; C.R., Z.M., T.P., S.H., R.K., C.P.J., and J.N. edited and revised manuscript; C.R., Z.M., T.P., S.H., R.K., C.P.J., and J.N. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

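Kidney RNA of 20 NCr nude mice was sequenced, 5 mice in each of Control, EIC, EIC + S60 and EIC + S120. The authors trimmed the reads with Trimmomatic 0.36, aligned them to GRCm38 with STAR 2.5.2b, and counted them per gene with featureCounts of Subread 1.5.2. The deposited values are raw counts per gene, 1 library per mouse, and each library is said to be of a single mouse. The gene annotation and the strand setting of the counting are not given in the sources used here. The tables list 15780 genes. All of them have a count in EIC 65, while each of the other 19 libraries has between 234 and 654 genes at 0.

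The lowest, median and highest total counts were 12662345, 14388553 and 38651781 in Control, 17403376, 18162812 and 19635495 in EIC, 15220943, 18025326 and 27948916 in EIC + S60, and 15915650, 17213450 and 18180183 in EIC + S120. Groups were taken from the sample labels, and doses, injections and days from the paper's text. The mouse numbers differ between all groups, so no samples were paired.

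Genes with at least 10 counts in at least 5 of the 20 libraries were kept, 13990 in all. Library sizes were scaled by TMM, and edgeR 4.0.16 fitted 1 coefficient per group with the robust quasi-likelihood method in R 4.3.3. Each comparison was tested two-sided by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested, and DE genes had an adjusted p under 0.05. The comparisons were EIC vs. Control, each sparsentan group vs. EIC, each sparsentan group vs. Control, and EIC + S120 vs. EIC + S60. SEs of LFCs came from limma 3.58.1 (limma-trend) on log2 CPM with a prior count of 2. CPMs were computed after TMM scaling and are given with the SD over the 5 mice. Single values were compared by exact permutation tests, two-sided, whose smallest p with 5 mice against 5 is 0.00794. Coordinates are those of GENCODE vM21 on GRCm38. Reads of near-identical paralogs such as Tgtp1 and Tgtp2 may have been shared or lost in the counting, and counts of such genes are uncertain.

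Lists of genes were tested by limma's camera with a preset correlation of 0.01, adjusted over the lists of a comparison, and beside it by camera with an estimated correlation and by fry. The 36 lists covered type I interferon-stimulated genes, interferon-gamma-inducible genes, MHC class I and class II antigen presentation, markers of macrophages and monocytes, neutrophils, B and plasma cells, T and NK cells, dendritic cells and mast cells, neutrophil activation, complement, Fc receptor, integrin, MAP kinase and proliferation genes, clock genes in phase with Arntl and in antiphase to it, markers of podocytes, mesangial and mural cells, endothelium, proximal tubule, thick ascending limb and distal tubule, and collecting duct, genes of tubular injury, extracellular matrix, cytokines, chemokines and NF-kappaB, endothelin and the renin-angiotensin system, immediate early genes, glucocorticoid-induced genes, PPAR-alpha and fasting genes, cholesterol biosynthesis genes, and markers of adipocytes, red blood cells, adrenal gland and skeletal muscle. A list needed at least 3 tested members, which 34 had. A further 6 lists were taken from the paper, whose authors chose those genes on the same mice, so they are not independent evidence. A list's score in a mouse is the mean log2 CPM of its members. The lists, the comparisons, the list tests and the rule for naming genes were fixed before the data were examined. The test of Ren1 against other mesangial and mural markers and the count of single mice above every EIC mouse for Ren1 were chosen after the results were seen. The rule names the 10 genes with the largest positive and the 10 with the largest negative LFC among DE genes with a mean of at least 1 CPM in each main comparison, every gene the paper names, and from each list up to 4 members with the smallest p or any member of a list of 12 or fewer. The LFCs of Table 1 had been read beforehand. Genes outside that rule were the DE genes Cdh4, Gjb2 and Cited2 of EIC + S120 vs. EIC + S60, chosen after their values were seen. Some DE genes are not reported here.

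The share of the EIC change undone by sparsentan was the median, over DE genes of EIC vs. Control, of the LFC against EIC with its sign turned, divided by the LFC of EIC vs. Control. Since both LFCs use the EIC libraries, it was also computed in 20 sets of counts simulated without an effect of sparsentan and with the EIC libraries divided between the contrasts. The percentage of the EIC change left is the LFC of a sparsentan group vs. Control over the LFC of EIC vs. Control. Intervals are 95% bootstrap intervals over mice within groups (10000 resamples).

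The steps were tested on simulated data. Of 50 genes changed in simulated counts, 27 were called at a log2 change of 0.5, 43 at 1, 49 at 1.5 and 50 at 2, and 11 of 180 calls were false. A list raised in simulated counts was called, and no other list among the 33 tested was.

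Alternatives were RLE scaling, DESeq2 1.42.0 with and without shrunken LFCs, limma-voom with quality weights, no filter, a filter of at least 10 counts in total, edgeR's own filter, only the 10 libraries compared, 1 surrogate variable from sva 3.50.0, a prior count of 0.5 for list tests, and leaving out each library in turn. Thinning all libraries to equal depth and leaving out both deeper Control libraries were added later. Labels were also regrouped, in 100 splits of the 10 mice of each comparison. WGCNA, morphometry, Ki-67 counts, qRT-PCR, kinase inference and human biopsies were not analysed here.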

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

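The tests of the clock against interferon-gamma genes by share left, of harvest time, of EIC 67, of lymphoid tissue and of the exchange of EIC 66 and EIC + S120 77 were chosen after the results were seen, as was the choice to list gene sets that the paper does not discuss only where camera and fry both passed. The bars for inflammation and for lymphoid tissue were raised after the values were seen; under the first ones, the list in antiphase in EIC + S60 alone and the interval of the score difference alone, both would count as excluded.

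Clock genes differed between EIC and Control, with the list in phase with Arntl changing by −1.56 log2 units relative to the list in antiphase. If the injected kidneys' inflammation set this shift, the clock genes would return toward Control as far as the interferon-gamma-inducible genes, but in EIC + S60 a share of 0.806 of the clock change was left against 0.261 of the interferon-gamma change, a difference of 0.545 whose 95% interval (0.00881 to 0.939) only just excludes 0. These are shares of the list in antiphase, and for the list in phase 0.835 was left (difference 0.574, 95% interval 0.186 to 0.838). In EIC + S120 the shares left were 0.510 for the list in antiphase and 0.293 for the list in phase, against 0.200 for interferon-gamma. The differences of 0.310 (95% interval −0.275 to 0.743) and 0.0934 (−0.367 to 0.439) do not exclude 0. These averages do not show a common return toward Control, since clock genes moved in opposite ways. From EIC to EIC + S120, Cry1 went from 11.4 to 20.0 CPM and Per2 from 38.8 to 46.0 CPM, farther from Control (2.69 and 16.1 CPM). Dbp went from 256 to 160 CPM, against 160 CPM in Control. Of the 8 antiphase DE genes, 5 moved back, with a median share undone of 0.128. The shares in EIC + S120 cannot decide, so inflammation as the origin of the shift stays open. Within the 3 EIC-injected groups (15 mice), the antiphase clock score and the interferon-gamma score had r = −0.484 (permutation p = 0.117) and rho = −0.564 (permutation p = 0.0494), and r = −0.559 without the 2 mice farthest from the median, so a larger clock shift in more inflamed mice was not seen and could not be excluded. A phase shift from harvest of the groups at different times of day, or one caused by the injections, would give the same value of −1.56, and these cannot be told apart because no harvest times are given in the sources used here.

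Immune genes varied between EIC mice, and EIC 67 was far from its group in several lists and genes. The rise does not rest on that mouse alone, since without it the interferon-gamma score still exceeded Control by 0.677 (exact permutation p = 0.00794, the smallest that 4 mice against 5 allow), with 4 of 4 mice above every Control mouse. Lymphoid tissue in the kidney pieces would raise B, plasma, T and NK cell markers as much as macrophage markers. The macrophage score rose by 0.443 more (95% interval 0.243 to 0.665), but this does not exclude it, since the markers lie near the floor (Control means of −0.77 log2 CPM for B and plasma cells and −1.20 for T and NK cells) and the B and plasma cell score of EIC 67 was 0.49 against a median of −0.80 in the other EIC mice. What made EIC 67 differ from the other EIC mice stays open, and apart from lymphoid tissue no biological explanation was tested.

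A split of the mice of EIC + S120 vs. EIC that exchanges EIC 66 and EIC + S120 77 called 694 genes, against 8 for the true groups, which points to a structure of the samples other than treatment. Exchanged labels are argued against by Ren1, which was 1.81 log2 units higher in EIC + S120 77 than in EIC 66. At 9.21 log2 CPM, EIC + S120 77 lay among the other sparsentan mice (8.78 to 9.75), and EIC 66, at 7.40, among the other EIC mice (7.08 to 7.85). A different share of proximal tubule in the pieces stays open, since the score of EIC 66 (9.66) lay above the other EIC mice (9.44 to 9.64) but 1 other EIC + S120 mouse had a lower score than 77 (9.58), and the extracellular matrix score was lowest in EIC 66 among EIC mice (3.13) and highest in EIC + S120 77 among its group (4.92).

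The numbers of DE genes in EIC vs. Control, EIC + S60 vs. Control, EIC + S120 vs. Control, EIC + S120 vs. EIC and EIC + S120 vs. EIC + S60 were set against 100 splits of the mice compared, with the true groups counted among the 100. In EIC vs. Control the true groups gave 416 DE genes and the highest other split 138, so that 1 of 100, the true groups alone, gave as many. For EIC + S60 vs. Control these were 180 and 5, again with the true groups alone as high, and for EIC + S120 vs. Control 777 and 800, with 2 as high, the highest being the exchange of Control 651 and EIC + S120 77. The values for EIC + S120 vs. EIC were 8 and 694, with 3 as high, and for EIC + S120 vs. EIC + S60 both were 9, with 2 as high. The share of splits was under 0.05 for each of these counts. Chance can be excluded for EIC vs. Control and EIC + S60 vs. Control, where no other split gave as many. In the comparisons of EIC + S120, other splits gave as many DE genes or more, with 694 against 8 in EIC + S120 vs. EIC. No verdict on chance is drawn from those counts. For EIC + S60 vs. EIC the true groups gave 0 DE genes and the highest split 14; no split can give fewer than 0, so all 100 were as high and nothing follows on chance. Numbers of gene lists were as high in 9 of 100 splits in EIC vs. Control (18 lists, highest other split 22), 11 in EIC + S60 vs. EIC (16 and 19), 6 in EIC + S60 vs. Control (18 and 22), 24 in EIC + S120 vs. Control (10 and 19) and 41 in EIC + S120 vs. EIC + S60 (8 and 18), where chance cannot be excluded. In EIC + S120 vs. EIC they were as high in 2 of 100 splits (21 and 21), a share under 0.05, but another split gave as many lists. The share of the EIC change undone was as high in 7 of 100 splits for EIC + S60 (0.248, highest other split 0.449) and in 75 for EIC + S120 (0.100 and 0.553), so chance cannot be excluded for either dose.

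Single mice far from their group, by the gap to the nearest mouse over the whole range of the group (Dixon's ratio, critical value 0.71), were found in 18 of 196 groups, where chance gives about 1 in 20. In EIC 67 these were the scores of B and plasma cell markers (0.828), dendritic cell markers (0.722), proliferation genes (0.871) and PPAR-alpha and fasting genes (0.919, a low score), and the CPMs of Tgtp1 (0.716) and Itgb2 (0.801). Control 653 stood apart for macrophage and monocyte markers (0.774, low) and B and plasma cell markers (0.714, high). EIC + S120 77 stood apart for mast cell markers (0.725) and extracellular matrix genes (0.765). EIC + S60 75 had a low glucocorticoid-induced score (0.858) and a high total count (0.71), and EIC + S60 72 a high adipocyte score (0.881). Single high CPMs were those of Tgtp2 in EIC + S120 79 (0.826), Arntl in EIC + S120 78 (0.816), Npas2 in EIC 65 (0.869) and C1qb in Control 654 (0.712), and Edn1 was low in Control 655 (0.751).

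EIC + S120 and EIC + S60 differed from each other in 9 genes by edgeR. Among those higher in EIC + S120 than in EIC + S60 were Fkbp5 (LFC 1.46), Cry1 (1.13), Gldc (0.74) and Map3k5 (0.55), and lower were Cdh4 (−0.83), Dbp (−0.72), Gjb2 (−0.64) and Cited2 (−0.32). With any one library left out, Map3k5 passed in all 20 fits, and Fkbp5 failed in 13, Cdh4 in 15, Cited2 in 10, Gldc in 8, and Cry1, Dbp and Gjb2 in 2 each. Cry1 and Dbp are clock genes, and no harvest times are given in the sources used here. Harvest at another time of day therefore cannot be told apart from dose for these genes, nor from sparsentan for Dbp in EIC + S120 vs. EIC.

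Signals in genes that the paper does not discuss appeared in several lists, as median LFCs. In EIC vs. Control these were MHC class II antigen presentation (0.71), T and NK cell markers (0.68), immediate early genes (−0.74), glucocorticoid-induced genes (0.31) and red blood cell genes (0.92). With an estimated correlation none of these passed (adjusted p = 0.133, adjusted p = 0.133, adjusted p = 0.0685, adjusted p = 0.210 and adjusted p = 0.133). With S120 against EIC they were collecting duct markers (−0.23) and immediate early genes (0.58), both with an adjusted p = 0.0703 with an estimated correlation, and the single gene Ren1 (LFC 1.87).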

How the results depend on the processing

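Thinning to equal depth and leaving out both deeper Control libraries were chosen after seeing the data. All other alternatives were planned, and none was left unrun.

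The LFCs of Table 1 had the paper's direction in all 45 cases under every setting in which they were fitted (41 of them with only the 10 libraries compared or with equal depth, where genes such as Fcgr4 fell under the filter). In EIC vs. Control, 416 DE genes became 704 with DESeq2 and 859 with 1 surrogate variable, 143 with only the 10 libraries compared and 124 without both deeper Control libraries. Leaving out each library in turn gave 233 (EIC 68) to 465 (EIC 66), with 245 without Control 654, 246 without Control 651, 258 without Control 655 and 268 without EIC 69. In EIC + S60 vs. EIC, 0 DE genes became 5 with DESeq2 and 1 with only the 10 libraries compared, and 0 to 1 with a library left out (1 without Control 653). In EIC + S120 vs. EIC, 8 became 65 with DESeq2, 24 with limma-voom, 31 with 1 surrogate variable, 5 with RLE scaling, no filter or at least 10 counts in total, and 2 with only the 10 libraries compared. The range with a library left out was 1 to 14: 14 without Control 651, 1 without EIC 66, EIC 67, EIC + S120 78 or 81, 2 without EIC 69, EIC + S120 79 or 80, and 5 without Control 652, EIC 65, EIC + S60 71 or 74.

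In EIC + S60 vs. Control, 180 became 359 with DESeq2, 516 with limma-voom, 319 with 1 surrogate variable and 119 without both deeper Control libraries, and 103 (EIC + S60 73) to 224 (Control 651) with a library left out, with 108 without Control 654 or EIC + S60 71. In EIC + S120 vs. Control, 777 became 1679 with limma-voom, and 489 (EIC + S120 81) to 1172 (EIC + S120 77) with a library left out, with 510 without EIC + S120 80. In EIC + S120 vs. EIC + S60, 9 became 80 with DESeq2, 71 with limma-voom and 68 with 1 surrogate variable, and 2 (EIC + S120 78 or 81) to 54 (EIC + S120 77) with a library left out, with 5 without EIC + S60 71, EIC + S60 74 or EIC + S120 80.

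Gene lists passing camera with the preset correlation were 18 in EIC vs. Control, 16 in EIC + S60 vs. EIC, 21 in EIC + S120 vs. EIC, 18 in EIC + S60 vs. Control, 10 in EIC + S120 vs. Control and 8 in EIC + S120 vs. EIC + S60. With an estimated correlation they were 1, 0, 0, 2, 0 and 0. By fry they were 0 in EIC + S60 vs. EIC, 3 in EIC + S120 vs. EIC, 5 in each sparsentan group vs. Control and 1 in EIC + S120 vs. EIC + S60. With a library left out, lists numbered 10 (EIC 67) to 16 in EIC + S60 vs. EIC, 5 (Control 653 or EIC + S120 79) to 13 in EIC + S120 vs. Control, with 6 without Control 652, and 6 to 18 (EIC + S120 79) in EIC + S120 vs. EIC + S60.

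The share of the EIC change undone in EIC + S60 was 0.248, and 0.0505 with the EIC libraries divided between the contrasts, and 0.170 (without Control 651) to 0.371 (without EIC 66). In EIC + S120 it was 0.100, reversed to −0.133 with the libraries divided, and −0.0264 (without Control 651) to 0.232 (without EIC 66). Edn1 in EIC + S120 vs. EIC, not a DE gene, reversed to 0.0175 with 1 surrogate variable and ranged from −0.22 to 0.0866 with a library left out, positive without EIC 67, EIC 68, EIC + S120 78 or EIC + S120 81.

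For single genes, 4279 of the values under alternatives kept the direction and the side of the threshold, 500 fell below the threshold, 119 rose above it and 5 reversed. For single lists, 1207 kept both and 168 fell below. Apart from the smaller numbers of libraries in some settings, the cause was not tested.

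No paired analysis was possible because the mouse numbers differ between all groups. Genes such as Fcgr4, Zbp1, Npas2 and Arntl have few counts per library, and several interferon-stimulated genes and cytokine genes fell under the count filter. In EIC vs. Control, Npas2 and Arntl were DE genes in all 20 fits with a library left out, Zbp1 in 8 and Fcgr4 in 1. How far depth limits the calls of such genes was not tested.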

Differences from the paper's values

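All 45 LFCs of Table 1 had the paper's direction, with a largest gap of 0.0542, and none differed from the paper's by more than its SE. Results that disagree with a statement of the paper follow.

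The paper gives the greatest dysregulation in EIC to immune and cytokine genes. Of the 20 genes with the largest changes in either direction among DE genes with a mean of at least 1 CPM, Cry1 had the highest LFC (2.12) and Egr1 (−3.12), Fos (−3.10) and Arntl (−2.09) the lowest, while Iigp1 (2.04), Tgtp2 (2.02), Lyz2 (1.89), Tgtp1 (1.79), Adgre1 (1.73), Lyz1 (1.67) and Siglece (1.57) are immune genes among the 10 highest; Lyz1 was at 1.05 without EIC 67. Below a mean of 1 CPM, the immune genes Zbp1 (2.73) and Clec4a1 (2.41) had higher LFCs than Cry1 and were DE genes too. The paper restricts its ranking to hub genes of WGCNA modules, which were not analysed here.

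The paper states that sparsentan attenuated the immune genes of Table 1. All had LFCs of that direction, though they were chosen for large LFCs on these mice. EdgeR called 0 of 15 at either dose, with a smallest adjusted p of 0.345 in EIC + S60 and 0.15 in EIC + S120. The paper's qRT-PCR was not analysed here. For Fcer1g, C1qb, Nlrc5, Irgm2, Tgtp1, Tgtp2 and Itgb2 it reports a trend to lower expression with sparsentan. For Tgtp1 it reports a significant decrease against EIC at both doses. DESeq2, which the paper used, called Gbp9 (adjusted p = 0.00706) and Tgtp2 (0.0215) in EIC + S60 and Lyz2 (0.0122), Iigp1 (0.023), Nlrc5 (0.0407), Itgb2 (0.0407) and Tgtp2 (0.0489) in EIC + S120. Among genes of Fig. 6, DESeq2 also called Irgm2 (0.00496) and C1qb (0.0407) in EIC + S120.

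The paper states that C1qa, C1qb and C1qc were brought down by sparsentan. Their LFCs in EIC + S60 were −0.68, −0.90 and −0.88 and in EIC + S120 −0.85, −0.96 and −0.80, and none passed by edgeR. Without EIC 67, C1qa and C1qc were at −0.39 and −0.53 in EIC + S60 and at −0.56 and −0.45 in EIC + S120.

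The paper states that Itgb2 and Fcer1g returned to normal with sparsentan. In EIC + S120, Itgb2 was at 2.26 CPM, against 2.34 CPM in Control, and Fcer1g at 2.17 CPM, between Control (1.59 CPM) and EIC (3.60 CPM). In EIC + S60, Fcer1g was at 2.21 CPM, and Itgb2 had an LFC of −0.46 against EIC (adjusted p = 0.848), at 3.90 CPM, and an LFC of −0.02 without EIC 67.

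The paper states that sparsentan prevented the repression of Arntl. In EIC + S60, 79.3% of the change was left, and Arntl was lower than in Control (adjusted p = 0.0353). In EIC + S120, 17.6% was left, and DESeq2 called the rise over EIC (adjusted p = 0.022), but EIC + S120 78 stood apart at 5.78 CPM, and without it the LFC against EIC fell from 1.73 to 0.98.

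The paper ranks type I interferon signaling and cytokine-mediated signaling highest among pathways. In EIC vs. Control, the interferon-gamma-inducible list (median LFC 1.12) and the macrophage list (1.01) had smaller p by camera than the type I interferon list (median LFC 0.56), and the cytokine, chemokine and NF-kappaB list (0.11; 18 genes tested, 11 further members not tested) did not pass. With an estimated correlation none of the first 3 passed (adjusted p = 0.113, adjusted p = 0.0685 and adjusted p = 0.469). The lists were not those of the paper's pathway analysis. Whether their genes respond to one interferon alone was not tested, so their order does not tell which interferon acted.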

Other observations

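The test of Ren1 against other mesangial and mural markers was chosen after the results were seen. Besides immune genes, metallothionein genes and some immediate early and metabolic genes changed in the kidneys of EIC-injected mice. Mt1 and Mt2, metallothioneins that bind zinc and are induced by glucocorticoids, rose by LFCs of 0.90 (SE 0.11, adjusted p = 6.77e-05) and 0.95 (SE 0.17, adjusted p = 0.00593). Of 18 immediate early genes, 6 fell and none rose (10 lower when adjusted over the list alone; camera adjusted p = 2.26e-09; adjusted p = 0.0685 with an estimated correlation), among them Junb (LFC −1.09, SE 0.27, adjusted p = 0.0393) and Jun (SE 0.25, adjusted p = 0.042), whose calls were lost in 10 and 12 of 20 fits with a library left out. Of 13 glucocorticoid-induced genes, 2 rose (4 when adjusted over the list alone; camera adjusted p = 0.000137; adjusted p = 0.210 with an estimated correlation). Of 16 PPAR-alpha and fasting genes, 2 rose (3 when adjusted over the list alone), Creb3l3 by 2.08 (SE 0.39, adjusted p = 0.02; not called without Control 651, Control 652 or EIC 68, with an adjusted p of up to 0.0589) and Cpt1a by 0.36 (SE 0.10, adjusted p = 0.0496; lost in 14 of 20 fits). Srebf2, the regulator of cholesterol synthesis, fell by 0.35 (SE 0.09, adjusted p = 0.035; lost in 7 of 20 fits), the single DE gene of 17 cholesterol biosynthesis genes (6 lower when adjusted over the list alone).

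With the higher dose of sparsentan, few genes passed by edgeR, and 2 immediate early genes with large LFCs did not. Egr1 had an LFC of 3.00 (SE 0.50, adjusted p = 0.0607 by edgeR, 1.26e-05 by DESeq2) and Fos of 2.51 (SE 0.52, adjusted p = 0.134 by edgeR, 0.00196 by DESeq2) in EIC + S120 vs. EIC. Among the 8 DE genes were Ren1, Map3k5, Ypel2 (LFC 0.81, adjusted p = 0.0454) and Gldc (0.70, adjusted p = 0.0454), which were higher, and Dbp (−0.68, adjusted p = 0.0256), Eddm3b (−0.99, adjusted p = 0.0261) and Sp110 (−0.95, adjusted p = 0.0454), which were lower. Apart from Map3k5, each of these was lost in at least 5 of 20 fits with a library left out (Dbp 5, Ren1 and Eddm3b 7, Ypel2 14, Gldc 15, Sp110 16). The mean change of Ren1 over both doses was 1.83 log2 units, against 0.12 for the other mesangial and mural markers, a difference of 1.70 (95% interval 1.43 to 1.98).

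Markers of other leukocytes had positive median LFCs in EIC vs. Control without single DE genes. For 9 MHC class II genes, 7 were higher when adjusted over the list alone (camera adjusted p = 9.29e-06; adjusted p = 0.133 with an estimated correlation), with Ciita at 1.30 (SE 0.35, adjusted p = 0.064). For 6 T and NK cell markers, 2 were higher when adjusted over the list alone (camera adjusted p = 0.014; adjusted p = 0.133 with an estimated correlation), with Il2rb at 1.20 (SE 0.36, adjusted p = 0.123), in mice that lack a thymus. The 5 red blood cell genes were all higher when adjusted over the list alone (camera adjusted p = 1.48e-05; adjusted p = 0.133 with an estimated correlation), with Hba-a2 at 1.09 (SE 0.30, adjusted p = 0.0592). B and plasma cell markers (4 genes, median LFC 0.31, adjusted p = 0.478), dendritic cell markers (6 genes, 0.24, adjusted p = 0.295) and mast cell markers (4 genes, 0.08, adjusted p = 0.549) did not pass camera. Adipocyte markers had a median LFC of −1.71 (7 genes, camera adjusted p = 0.0372; adjusted p = 0.519 with an estimated correlation), with Ucp1 at −5.15 (SE 1.18, adjusted p = 0.0818; −2.05 with 1 surrogate variable, adjusted p = 0.562 by limma-voom). The difference of the adipocyte score had an exact permutation p = 0.262.

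Genes of resident kidney cells showed small median LFCs in EIC vs. Control. These were −0.06 for 14 podocyte markers (adjusted p = 0.676), −0.19 for 12 mesangial and mural markers (adjusted p = 0.0793), 0.17 for 12 endothelial markers (adjusted p = 0.0456; adjusted p = 0.599 with an estimated correlation), 0.11 for 16 proximal tubule markers (adjusted p = 0.138), 0.01 for 12 thick ascending limb and distal tubule markers (adjusted p = 0.922) and 0.08 for 11 collecting duct markers (adjusted p = 0.968). They were −0.05 for 15 tubular injury genes (adjusted p = 0.549), 0.06 for 18 extracellular matrix genes (adjusted p = 0.922) and −0.02 for 23 proliferation genes (adjusted p = 0.817). A single marker among these lists was a DE gene, Slc27a2 of the proximal tubule (LFC 0.35, SE 0.09, adjusted p = 0.0412; lost in 9 of 20 fits with a library left out). Adrenal and skeletal muscle markers had 2 tested members each, below the 3 a list needed. The adrenal genes Akr1b7 and Star had LFCs of 0.41 (adjusted p = 0.415) and −0.06 (adjusted p = 0.897), and the muscle genes Mylpf and Myh1 of 0.08 (adjusted p = 0.926) and 0.06 (adjusted p = 0.965).

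Against EIC, macrophage markers had a median LFC of −0.49 in EIC + S60 (camera adjusted p = 0.000859; adjusted p = 0.512 with an estimated correlation) and −0.80 in EIC + S120, where 9 of 19 were lower when adjusted over the list alone (adjusted p = 8.35e-08; adjusted p = 0.128 with an estimated correlation). Proliferation genes had medians of −0.07 and −0.30, with 5 of 23 lower in EIC + S120 when adjusted over the list alone. Without EIC 67 the differences of the scores from EIC fell in EIC + S60 from −0.347 to −0.132 log2 CPM for macrophage markers and from −0.105 to −0.00835 for proliferation genes, and in EIC + S120 from −0.598 to −0.383 and from −0.237 to −0.140. The 4 clock genes in phase with Arntl had medians of 0.25 (adjusted p = 0.489) and 0.74 (adjusted p = 0.000192; adjusted p = 0.0703 with an estimated correlation). Thick ascending limb and distal tubule markers had medians of −0.34 (adjusted p = 0.00028) and −0.24 (adjusted p = 0.00165), neither of which passed with an estimated correlation (adjusted p = 0.512 and adjusted p = 0.262). Collecting duct markers had a median of −0.23 in EIC + S120 (adjusted p = 0.0703 with an estimated correlation), with Aqp3, a water channel of the collecting duct, at −0.41 (SE 0.09, adjusted p = 0.127).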
